# Interferon regulatory factor 1‐triggered free ubiquitin protects the intestines against radiation‐induced injury via CXCR4/FGF2 signaling

**DOI:** 10.1002/mco2.168

**Published:** 2022-08-26

**Authors:** Yang Jiao, Jing Xu, Bin Song, Ailing Wu, Lu Pan, Ying Xu, Fenghao Geng, Xiaoqian Li, Congzhao Zhao, Min Hong, Xuanyu Meng, Judong Luo, Pengfei Liu, Ming Li, Wei Zhu, Jianping Cao, Shuyu Zhang

**Keywords:** fibroblast growth factor‐2, free ubiquitin, ionizing radiation, radiation‐induced intestinal injury

## Abstract

Radiation‐induced intestinal injury is a serious concern during abdominal and pelvic cancers radiotherapy. Ubiquitin (Ub) is a highly conserved protein found in all eukaryotic cells. This study aims to explore the role and mechanism of free Ub against radiogenic intestinal injury. We found that free Ub levels of irradiated animals and human patients receiving radiotherapy were upregulated. Radiation‐induced Ub expression was associated with the activation of interferon regulatory factor 1 (IRF1). Intraperitoneal injection of free Ub significantly reduced the mortality of mice following 5–9 Gy total body irradiation (TBI) through the Akt pathway. Free Ub facilitates small intestinal regeneration induced by TBI or abdominal irradiation. At the cellular level, free Ub or its mutants significantly alleviated cell death and enhanced the survival of irradiated intestinal epithelial cells. The radioprotective role of free Ub depends on its receptor CXCR4. Mechanistically, free Ub increased fibroblast growth factor‐2 (FGF2) secretion and consequently activated FGFR1 signaling following radiation in vivo and in vivo. Thus, free Ub confers protection against radiation‐induced intestinal injury through CXCR4/Akt/FGF2 axis, which provides a novel therapeutic option.

## 1 INTRODUCTION

Radiation facilities and radioactive materials have been widely used in military, industry, medicine, science, and nuclear facilities, which have significantly increased the potential of large‐scale, uncontrolled exposure to radiation.^1^, ^2^ The gastrointestinal tract, especially the small intestine, is particularly sensitive to radiation, rendering it vulnerable to the effects of collateral radiation from the abdominal and pelvic cancers radiotherapy.^2^, ^3^, ^4^ Moreover, radioactive materials have been widely implemented in industrial, medicinal, and scientific applications as well as in military and nuclear facilities, which have significantly increased the potential of the large‐scale, uncontrolled public exposure to radiation. Radiation accidents, such as those occurred in Three Mile Island nuclear power station, United States (1979); Chernobyl, Russia (1988); and Fukushima, Japan (2011), have highlighted the potential threats associated with catastrophic nuclear events,^2^, ^5^ which primarily manifest as injury to the hematologic, gastrointestinal, dermatologic, and central nervous systems. However, radiation‐induced injury is a complex pathophysiological process, which remains a clinical challenge to practicing physicians, due to the deficiency of accurate diagnosis and specific therapeutic regimens. Therefore, radiological threat remains exacerbated by the lack of available countermeasures.^6^

Ubiquitin (Ub) is a highly conserved protein with 76 amino acid residues universally expressed in all eukaryotic cells. The Ub molecules are encoded by four different genes: *UBA52*, *RPS27A*, *ubiquitin B* (*UBB*), and *ubiquitin C* (*UBC*). Individual Ub is processed from their primary polyubiquitin precursor proteins.^7^, ^8^ The covalent linkage of Ub to a variety of cellular proteins (ubiquitination) is one of the most common posttranslational modifications in eukaryotic cells, leading to versatile signaling outcomes.^7^, ^8^ Meanwhile, Ub is a normal constituent of extracellular space and bodily fluids, which is designated as free Ub or extracellular Ub.^8^ Elevated levels of free Ub have been found in blunt trauma,^9^ burns,^10^ alcoholic liver disease,^11^ type 2 diabetes,^12^ and esophageal cancer.^13^ The functional importance of free Ub has been uncovered in limited pathological and physiological processes. Ub can mediate the growth suppression and apoptosis of hematopoietic cells^14^ and inhibit cytotoxic activity of platelets.^15^ Free Ub is found in surgical wound fluid, which provides a chemotactic signal for myeloid dendritic cells.^16^ Free extracellular Ub inhibits β‐AR‐stimulated apoptosis in adult cardiomyocytes.^17^ CXC chemokine receptor 4(CXCR4, CD184) has been identified as a natural receptor for free Ub.^18^ Ub and stromal cell‐derived factor‐1α (SDF‐1α) function through distinct receptor interactions.^19^ In 2006, Romanenko et al. reported that Ub levels were significantly upregulated in tissue samples of 45 patients with urinary system diseases who lived in ^137^Cs‐contaminated areas for a long time after the Chernobyl accident.^20^ We previously reported that Ub was highly expressed in lung cancer tissues and that the knockdown of Ub coding genes sensitized lung cancer cells to radiation,^21^ suggesting that Ub is likely associated with tissue radiosensitivity.

However, there are no evidence‐based studies on the radioprotective effects of free Ub. To explore the biological functions of free Ub against radiogenic disorders, we investigated the Ub level in tissues and serum following radiation and the radioprotective role of Ub. Our results showed that free Ub administration significantly boosted the overall survival of mice exposed to radiation meanwhile ameliorated radiation‐induced intestinal mucosal injury through CXCR4/FGF2/Akt axis.

## 2 RESULTS

### 2.1 Ionizing radiation modulates free ubiquitin expression and release

Increased Ub levels have been reported during the progression of several diseases.^9^, ^10^, ^11^, ^12^, ^13^ To investigate serum‐free Ub levels in response to radiation in vivo, C57BL/6J mice were first exposed to 0, 5, and 10 Gy X‐rays. Increased serum‐free Ub concentrations were observed in both dose‐dependent and time‐dependent manners using ELISA (Figure 1A). As shown in Figure 1B, radiation‐induced serum‐free Ub enhancement was observed in the radiation‐induced injury model of rhesus monkey (*Macaca mulatta*), 15 days immediately after 7 Gy  γ‐ray exposure using a ^60^Co source compared to non‐irradiated control (*P* < 0.01). Additionally, obvious increases in serum‐free Ub were also confirmed in 20 cancer patients including rectal cancer patients receiving radiotherapy (*P* < 0.05; Figure 1C). The current study suggested that the increased serum level of free Ub is related to radiation exposure.

**FIGURE 1:**
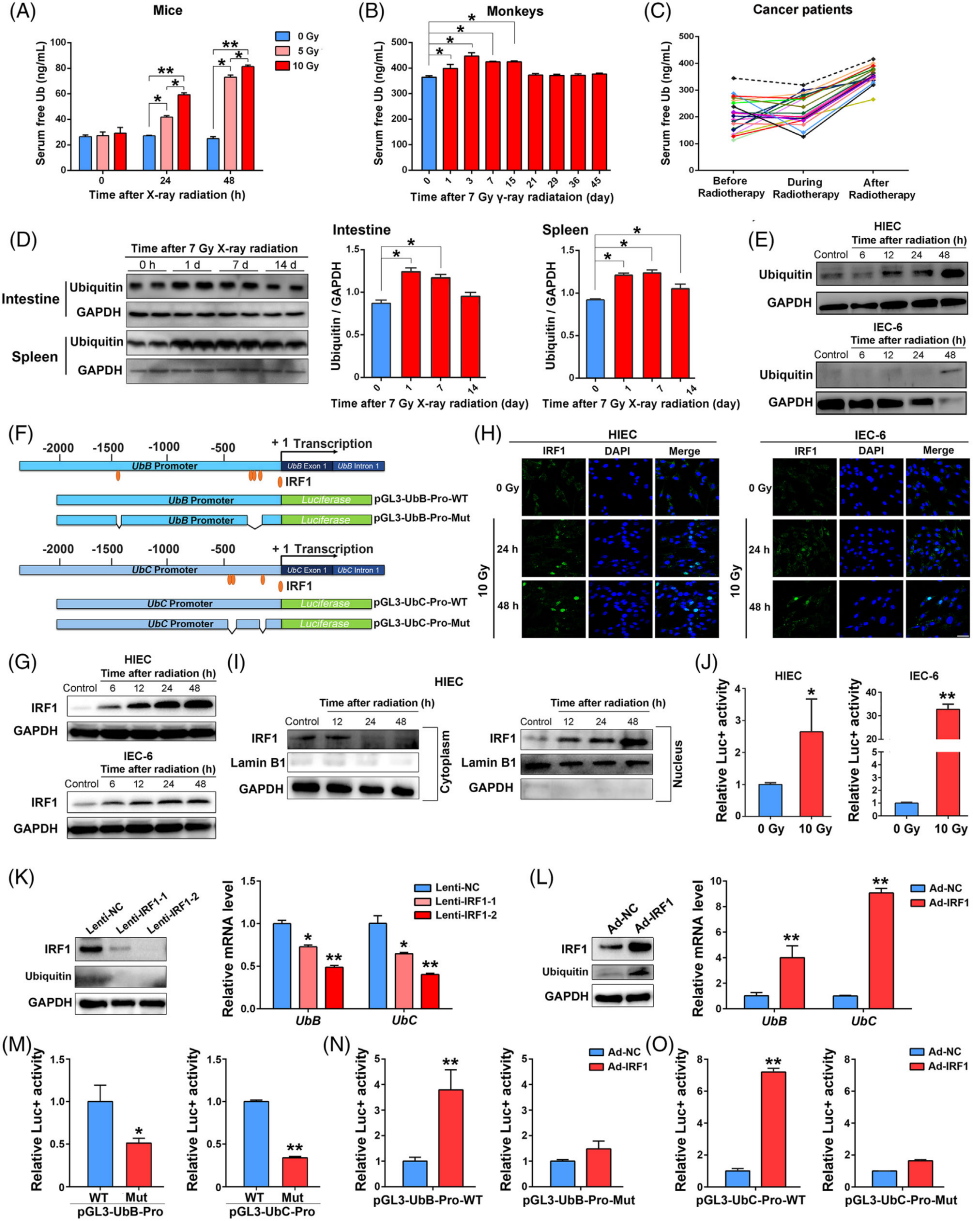
Free ubiquitin is induced by ionizing radiation, which is regulated by Interferon regulatory factor 1 (IRF1). (A) Serum from nonirradiated control mice and irradiated mice was collected and assayed for free ubiquitin (Ub) by ELISA (*n* = 3). (B) Free ubiquitin levels of monkey serum at different time points after radiation (*n* = 6). (C) Free ubiquitin levels of human patients receiving radiotherapy (*n* = 20, including 11 esophageal cancer patients, 4 lung cancer patients and 5 rectal cancer patients). (D) Western blotting analyses of ubiquitin expression in mouse intestines and spleens after radiation. (E) Western blotting analyses of ubiquitin expression in intestinal cells exposed to radiation. (F) Schematic map of human *UbB* and *UbC* promoter. Bioinformatics analysis predicted several IRF1 binding sites in the proximal promoter of *UbB* and *UbC*. The promoter region of the genes was cloned upstream of a luciferase reporter gene. (G) Western blotting analyses of IRF1 expression at different timepoints post radiation in human intestinal epithelial cell (HIEC) and intestinal epithelial cell (IEC)‐6 cells. (H) Immunofluorescence assay of IRF1 distribution. Scale bar = 20 μm. (I) Western blotting analysis of cytoplasmic and nuclear IRF1. (J) Relative luciferase activity of IRF1‐repsonsive reporter with 0 or 10 Gy radiation. (K) The effect of IRF1 silencing on *UbB* and *UbC* mRNA levels. (L) The effect of IRF1 overexpression on *UbB* and *UbC* mRNA levels. (M) Deletion of predicted IRF1 binding sites reduced promoter activity in HIEC cells. The effect of IRF1 on the luciferase reporter activity harboring (N) *UbB* and (O) *UbC* promoters. Data are presented as mean ± SEM. *P < 0.05; ** *P* < 0.01 compared with the control group

We then characterized free Ub expression in mouse tissues following ionizing radiation. Using Western blotting analysis, we found that Ub protein was radio‐induced in mouse intestine and spleen tissues but not in the lung, kidney, liver, and heart tissues (Figure 1D and Figure S1). The mRNA level of Ub coding gene *UbB* but not *UbC* was increased in irradiated mouse intestine (Figure S2). To determine free Ub expression at the cellular level following radiation, intestinal epithelial cell lines (IEC)‐6 and human intestinal epithelial cells (HIEC) were exposed to radiation. Results showed that ionizing radiation obviously induced free Ub expression (Figure 1E). Taken together, these results demonstrated that free Ub expression was induced by ionizing radiation in vitro and in vivo.

### 2.2 Free ubiquitin expression is positively regulated by interferon regulatory factor 1 following radiation

Since Ub was inducible by ionizing radiation, we next investigated upstream factor(s) driving Ub expression. Bioinformatics analysis predicted several putative IRF1 binding sites in the proximal promoter of the two Ub coding genes named *UbB* and *UbC* (Figure 1F). Since IRF1 has been reported to affect diverse physiological and pathological events including stress response,^22^, ^23^ the role of this transcriptional factor in modulating Ub was further characterized. Ionizing radiation upregulated IRF1 protein levels in a time‐dependent manner (Figure 1G) and promoted the nuclear translocation of IRF1(Figure 1H,I). Moreover, IRF1‐responsive reporter was significantly activated after radiation exposure (Figure 1J). Silencing of IRF1 decreased the mRNA levels of both *UbB* and *UbC* (Figure 1K), whereas forced expression of IRF1 significantly upregulated *UbB* and *UbC* transcription (Figure 1L), indicating that IRF1 positively regulated Ub transcription. Luciferase vectors containing wild‐type or IRF1‐binding sites deleted promoters of *UbB* and *UbC* were constructed (Figure 1G) and each transfected into intestinal cells. Ablation of the predicted IRF1 binding sites significantly compromised *UbB* and *UbC* promoter activity, compared with their respective wild‐type promoter (Figure 1M). Overexpression of IRF1 by an adenovirus significantly increased the luciferase activity with wild‐type *UbB* and *UbC* promoters (Figure 1N,O). However, IRF1‐mediated activation was not observed when cells were transfected with the promoter reporters without IRF1 binding sites (Figure 1G,N,O). Moreover, in *IRF1^–/–^* intestinal tissues, Ub levels were lower than that from *IRF1^+/–^* mice (Figure S3). Taken together, these results clearly indicated that IRF1 was activated by ionizing radiation and positively regulated Ub expression.

### 2.3 Free ubiquitin improves mouse survival and tissue injuries after irradiation

To investigate its effects on irradiated mouse survival, recombinant free Ub was verified by Coomassie staining and Western blotting (Figure S4), and then administered i.p. to C57BL/6J mice in different concentrations followed by total body irradiation (TBI), which has well accepted as a gastrointestinal injury mode.^24^ The animal survival was monitored for up to 30 days, and the results showed that 3 mg/kg free Ub exhibited the best radioprotection (Figure S5). TBI at 5 and 7 Gy caused 40%–50% lethality in phosphate buffered saline (PBS)‐treated C57BL/6J mice within 30 days, whereas the free Ub treatment significantly improved the survival rate to 100% (*P* < 0.05, Figure 2A,B). Free Ub also extended survival time after 9 Gy TBI, when compared with the control group (*P* = 0.04, Figure 2C). However, free Ub could not reduce the mortality of mice when exposed to 10 Gy radiation (Figure 2D), which was inferior to radioprotective Cblb502^25^ at this dose. Moreover, di‐Ub did not show the radioprotective effect (Figure S6). These data revealed the novel finding that free Ub significantly increased the overall survival of mice exposed to lethal irradiation.

**FIGURE 2:**
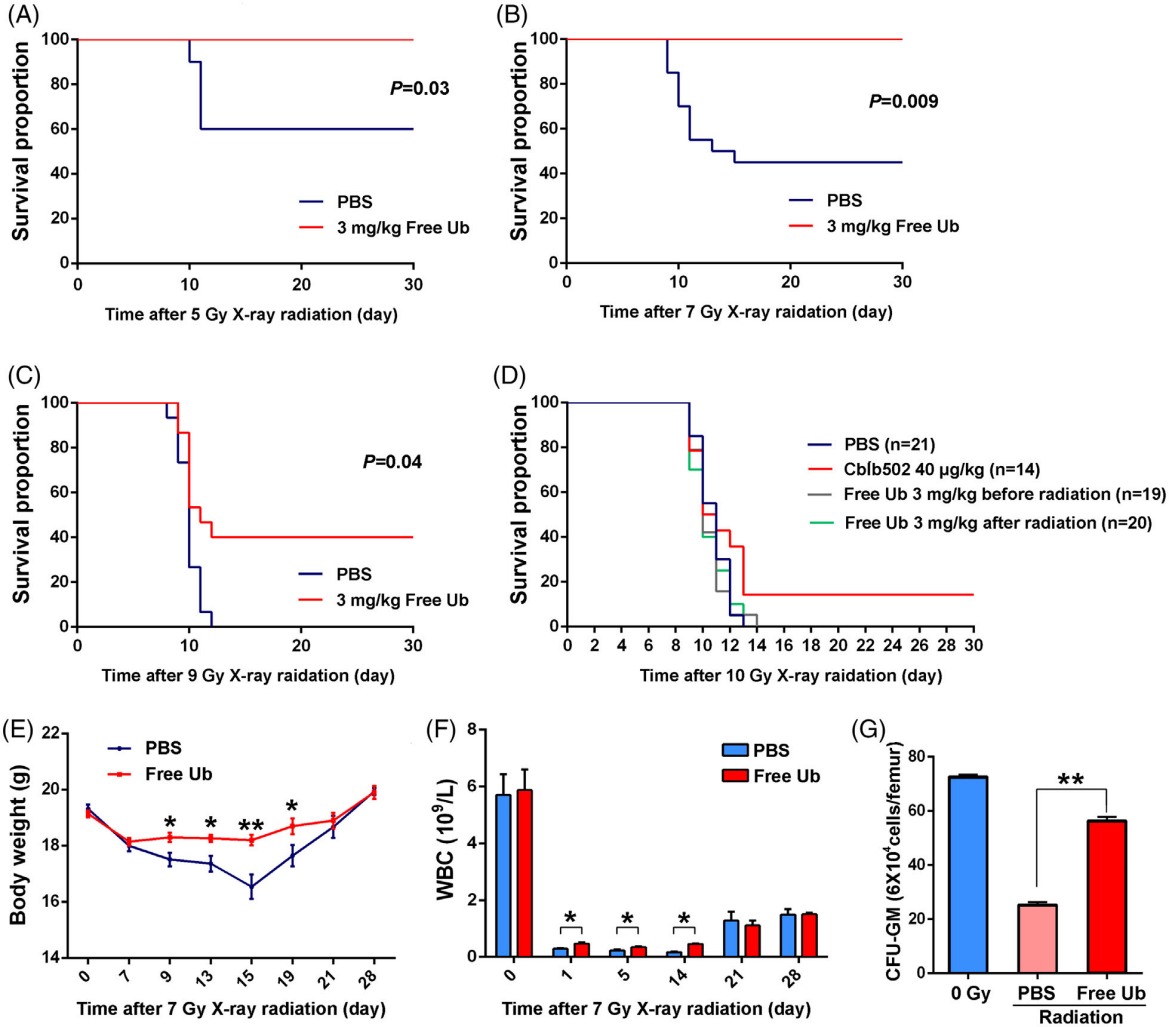
Free ubiquitin improves the survival of mice after lethal doses of radiation. (A) Kaplan–Meier survival analyses of C57BL/6J mice after 5 Gy total body irradiation (TBI) treated with PBS or free ubiquitin (Ub). *n* = 20 for each group. (B) Kaplan–Meier survival analyses of C57BL/6J mice after 7 Gy TBI treated with PBS or free Ub. *n* = 20 for each group. (C) Kaplan–Meier survival analyses of C57BL/6J mice after 9 Gy TBI treated with PBS or Ub. *n* = 20 for each group. (D) Kaplan–Meier survival analyses of C57BL/6J mice after 10 Gy TBI treated with PBS, Cblb502 or free Ub. (E) C57BL/6J mice were intraperitoneally injected with PBS or free Ub followed by 7 Gy TBI. Body weight change of each group of mice. (F) White blood cells (WBCs) in mice of different groups after 7 Gy TBI. (G) The number of colony forming units of granulocyte macrophage (CFU‐GM) in each group. *P < 0.05; **P < 0.01 compared with the control group

We next explored whether free Ub mitigated radiogenic tissue injuries. Compared with the PBS‐treated group, free Ub administration mitigated 7 Gy radiation‐induced weight loss in mice (Figure 2E). In mice exposed to 7 Gy TBI, significantly impaired peripheral white blood cells (WBC) and eliminated colony forming units of granulocyte macrophage (CFU‐GM) were observed, as compared to the control group (Figure 2F,G). However, the number of WBC in free Ub‐injected mice increased significantly following radiation at days 1, 5, and 14 in comparison to the PBS‐treated mice (Figure 2F). And the CFU‐GM number was restored by free Ub treatment, which was almost equivalent to the sham radiation control group at day 7 post 7 Gy TBI, as compared to the PBS‐injected group (Figure 2G). These results indicated that free Ub can protect multiple organs and tissues from radiation‐induced damage.

### 2.4 Free ubiquitin attenuated radiogenic intestinal injury through activation of Akt

To examine the putative role of free Ub against radiation‐induced intestinal injury, we compared anatomical, histological, and molecular manifestations within mouse intestines treated with PBS or free Ub post TBI. As shown in Figure 3A, free Ub attenuated radiation‐induced intestinal ulceration and edema of mice. Results from H&E showed that free Ub well preserved the crypt‐villus structure in the small intestines and significantly increased villus height at days 1, 5, and 14 post‐TBI (Figure 3B,C). Moreover, to simulate radiation‐induced intestinal injury during cancer radiotherapy, and to exclude hematopoietic injury caused by TBI,^24^ mice exposed to 20 Gy abdominal irradiation were applied to confirm the radioprotection effect of free Ub for small intestine (Figure S7 and Figure 6C). Consistently, the positive staining of the cell‐cycle state marker Ki67 in mouse intestine was significantly higher in free Ub‐treated mice following radiation exposure, particularly at 3.5 days, than in PBS‐treated irradiated controls (Figure 3D). The radioprotective role of free Ub was further validated in an ex vivo intestinal organoid culture system (Figure 3E). The crypts treated with free Ub showed significantly increased organoid‐formation capacity than those from sham‐irradiated crypts (Figure 3F). These results indicated that free Ub attenuated radiation‐induced intestinal injury.

**FIGURE 3:**
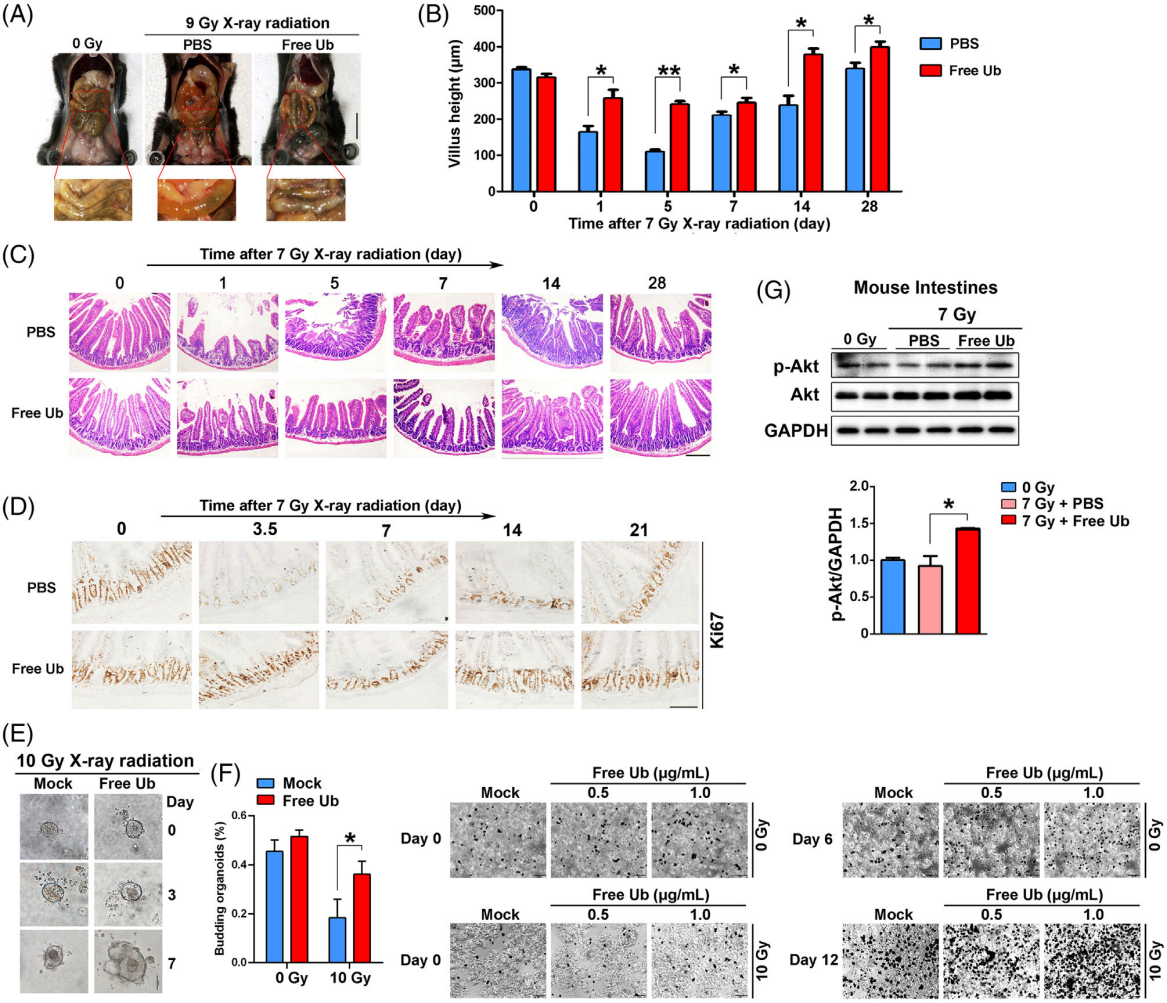
Free ubiquitin attenuates radiation‐induced intestinal damage. (A) Representative images of mouse intestines from PBS or free ubiquitin (Ub)‐treated mice at 3.5 days after total body irradiation (TBI) (*n* = 3). Scale bar = 20 μm. (B) Villus height and crypt depth were determined by calculating H&E‐stained sections (*n* = 4). The images were analyzed using Image J software. At least 30 well‐oriented, full‐length crypt‐villus units per mouse were measured. (C) Representative H&E staining of mouse intestine from PBS or free Ub‐treated mice after 7 Gy TBI. Scale bar = 100 μm. (D) Representative Ki67‐immunostained intestinal sections from PBS or free Ub‐treated mice at different time points after 7 Gy TBI. Scale bar = 50 μm. (E) Representative phase contrast images of an intestinal organoid cultured with or without free Ub (0.5 μg/ml) following radiation. Scale bar = 50 μm. (F) Representative phase contrast images and calculated budding percentage of intestinal organoids (*n* = 5). Black dots represent organoids. Scale bar = 200 μm. (G) The expression of Akt and p‐Akt in mouse intestines of indicated groups (*n* = 4). *P < 0.05; **P < 0.01 compared with the control group

Since free Ub has been shown to activate the phosphorylation of Akt, we next investigated p‐Akt expression in mouse intestines treated with free Ub or PBS. Results showed that radiation reduced the level of p‐Akt, which was restituted by free Ub (Figure 3G). Immunohistochemical staining (IHC) staining confirmed the increase of p‐Akt in free Ub‐treated mouse intestines (Figure 5B).

### 2.5 Free ubiquitin protects intestinal cells but not cancer cells against radiation

To determine the radioprotective effect of free Ub on intestinal cells, IEC‐6 and HIEC cells were first treated with different concentrations of free Ub, and up to 3.00 μg/ml free Ub treatment did not show cellular toxicity (Figure S8). The effect of free Ub on the radiosensitivity and survival of IEC‐6 cells was determined via the clonogenic survival assay. As shown in Figure 4AB, pretreatment with 0.05–1.00 μg/ml free Ub significantly increased the survival rate in IEC‐6 cells as compared with the control cells treated with irradiation alone. Similar results were obtained for HIEC (Figure 4C,D), indicating radioprotection. In addition, IEC‐6 and HIEC cells pretreated with 0.50 and 1.00 μg/ml free Ub showed a significant increase of cell viability after radiation, compared with the mock treatment (Figure 4E,F). Based on the above results, 0.50 μg/ml free Ub pretreatment was chosen for the following cellular experiments. To further evaluate the radioprotective effect of free Ub, the extracellular lactate dehydrogenase (LDH) release was detected, which was pre‐treated with or without free Ub for 24 h prior to exposure to different doses of X‐rays. As shown in Figure 4G,H, free Ub pretreatment effectively reduced LDH release in IEC‐6 and HIEC cells following 5, 10, and 15 Gy X‐ray radiation (*P* < 0.05). Compared with 10 Gy irradiated IEC‐6 cells, free Ub pretreatment significantly increased cell proliferation as evidenced by the cell number (Figure 4I) and EdU‐positive cell percentage (Figure 4J). However, free Ub pretreatment did not improve apoptotic percentage of IEC‐6 cells after exposure to X‐ray radiation (data not shown). Western blotting analysis showed that free Ub inhibited the expression of pyroptosis‐related proteins (including cleaved GSDMD, cleaved GSDME, cleaved Caspase‐8, and cleaved IL‐1), but not necroptosis and apoptosis related proteins, indicating that free Ub suppressed cell pyroptosis induced by ionizing radiation (Figure 4K).

**FIGURE 4:**
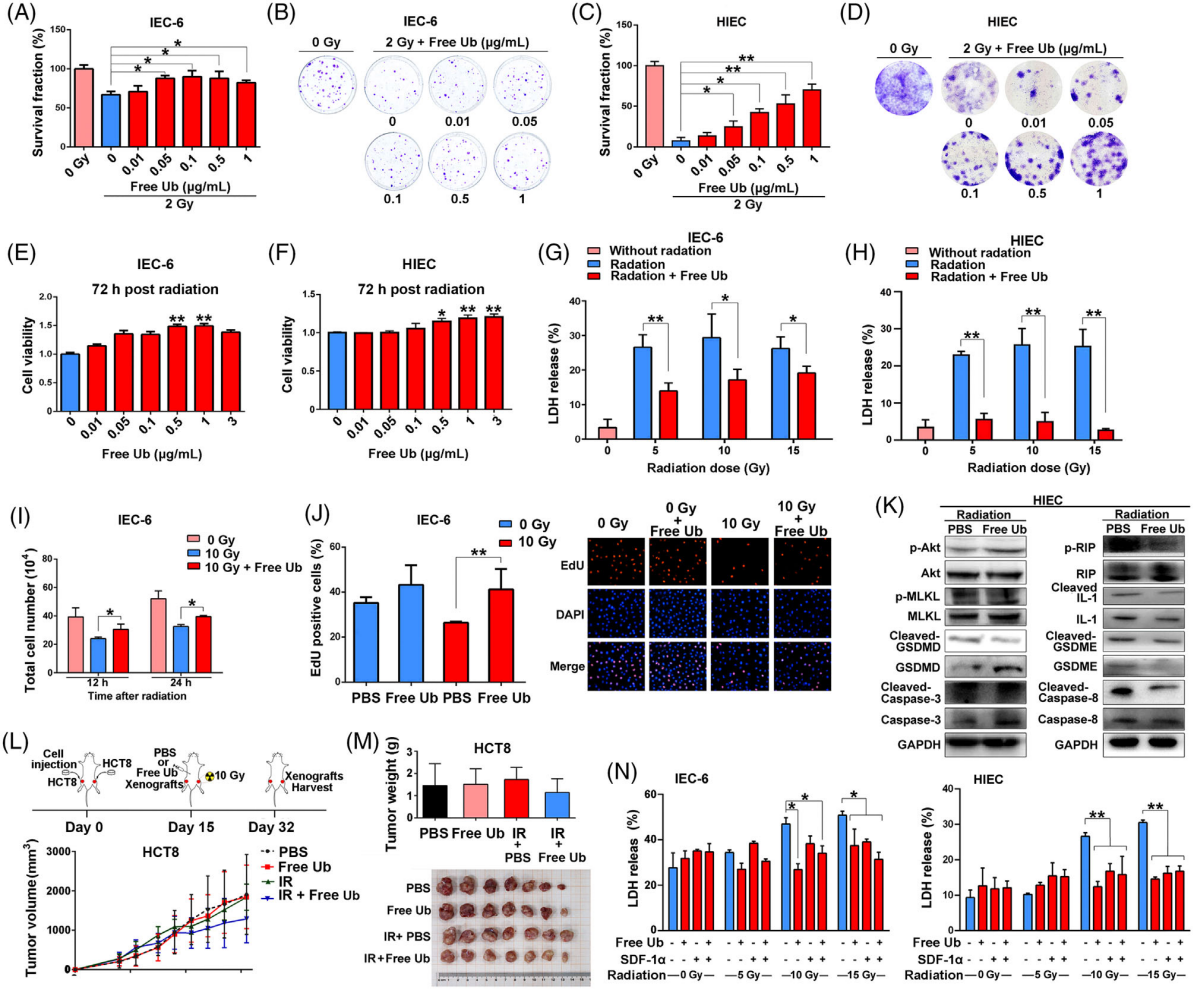
Free ubiquitin alleviates radiation‐induced cell death in intestinal epithelial cells. (A) Clonogenic cell survival assay was generated for IEC‐6 cells that were treated with indicated concentration of free ubiquitin (Ub) for 24 h and then exposed to 2 Gy radiation. The survival fraction was normalized to the unirradiated control group. (B) Representative clones from each group after 0 or 2 Gy radiation. (C) Clonogenic cell survival of human intestinal epithelial cell (HIEC) treated with indicated concentration of free Ub for 24 h and then exposed to 2 Gy radiation. (D) Representative clones from each group after 0 or 2 Gy radiation. The nonirradiated cells are more evenly distributed than irradiated cells. (E,F) IEC‐6 and HIEC cells were pretreated with indicated concentration of free Ub. Cell viability was measured 72 h after 10 Gy radiation by CCK‐8 based assay. (G,H) After incubation of free Ub for 24 h, cells were irradiated and LDH of each group was measured. (I) IEC‐6 cells were pretreated with indicated concentration of free Ub for 24 h followed by 0 or 10 Gy radiation. Relative cell number of each group was measured by a handheld cell counter (Scepter automated cell counter; Millipore, Billerica, Mexico). (J) Cell proliferation was measured in an EdU incorporation assay at 48 h after radiation. (K) Western blotting analysis of cell death related protein in HIEC cells. (L) Free Ub does not affect the radiosensitivity of xenograft tumors. HCT8 tumor bearing mice (*n* = 8) were treated with PBS or free Ub (i.p.) followed by 0 or 10 Gy radiation (IR). Tumor volumes were measured for 30 days. (M) Tumor weight and xenograft images of each group on day 30. (N) The effect of free Ub (0.5 μg/ml) plus SDF‐1α (100 ng/ml) on the LDH release of IEC‐6 and HIEC cells. After incubation of for 8 h, cells were irradiated and LDH of each group was measured 24 h after radiation. The data are presented as the mean ± SEM and normalized to the control cells. *P < 0.05; **P < 0.01 compared with the group with radiation alone

The effect of free Ub on the radiosensitivity of colon cancer cells was further evaluated, due to the clinical relevance of the radiation therapy for its treatment. The hind limbs of nude mice were grafted with colon cancer cell line HCT8 via a subcutaneous injection. On day 15, mice were i.p. injected with PBS or free Ub, followed by 0 or 10 Gy irradiated (Figure 4L). The results showed that free Ub administration did not show the significant effect on the growth of HCT8 xenografts with or without radiation (Figure 4L,M ). These results indicated that a single administration of free Ub did not affect the growth and radiosensitivity of colon cancer cells in vivo.

Since SDF‐1α has been reported as a major ligand for CXCR4,^17^, ^18^ we therefore investigate the role of SDF‐1α in free Ub‐mediated radioprotection. To this end, IEC‐6 and HIEC cells were treated with free Ub alone or together with SDF‐1α, followed by ionizing radiation. Although SDF‐1α alone did not affect cell viability, it did decrease the LDH release in intestinal epithelial cells with more pronounced effect in HIEC cells (Figure S9 and Figure 4N). The combination of SDF‐1α with free Ub did not show more favorable protection in cell viability and cell death induced by 10 and 15 Gy radiation (Figure S9 and 4N), suggesting that SDF‐1α did not cooperate with free Ub in radioprotection.

### 2.6 The radioprotective role of free ubiquitin depends on CXCR4

We next sought out to ascertain the expression of CXCR4, a recognized receptor for free Ub,^17^ after free Ub administration. Indeed, FITC‐labeled free Ub could not be incorporated by intestinal cells (data not shown). As shown in Figure 5A, free Ub increased the expression of CXCR4. In irradiated intestinal tissues, higher CXCR4 expression may partially attributed to increased free Ub levels. To examine the association between the free Ub /CXCR4 axis and radiogenic injury repair, we generated mice with specific knocked out *CXCR4* in the intestine. Ablation of CXCR4 expression in intestinal tissues was confirmed by IHC (Figure 5B). *Vil‐CXCR4^flox^* ^/^ *^flox^*, and control mice were irradiated with 7 Gy X‐ray. IHC staining showed that the p‐Akt in free Ub‐treated mouse intestines was compromised in *CXCR4* knockout mice, suggesting that CXCR4 mediated Akt activation by free Ub (Figure 5C). As shown in Figure 5D,E, intestinal injury could be mitigated by free Ub not in the intestinal‐specific *CXCR4* knockout mice (*Vil‐Cre; CXCR4^flox^* ^/^ *^flox^*), but in the control mice, as evidenced by disrupted villi by radiation. These results indicated that the radioprotective role of free Ub depends on CXCR4.

**FIGURE 5:**
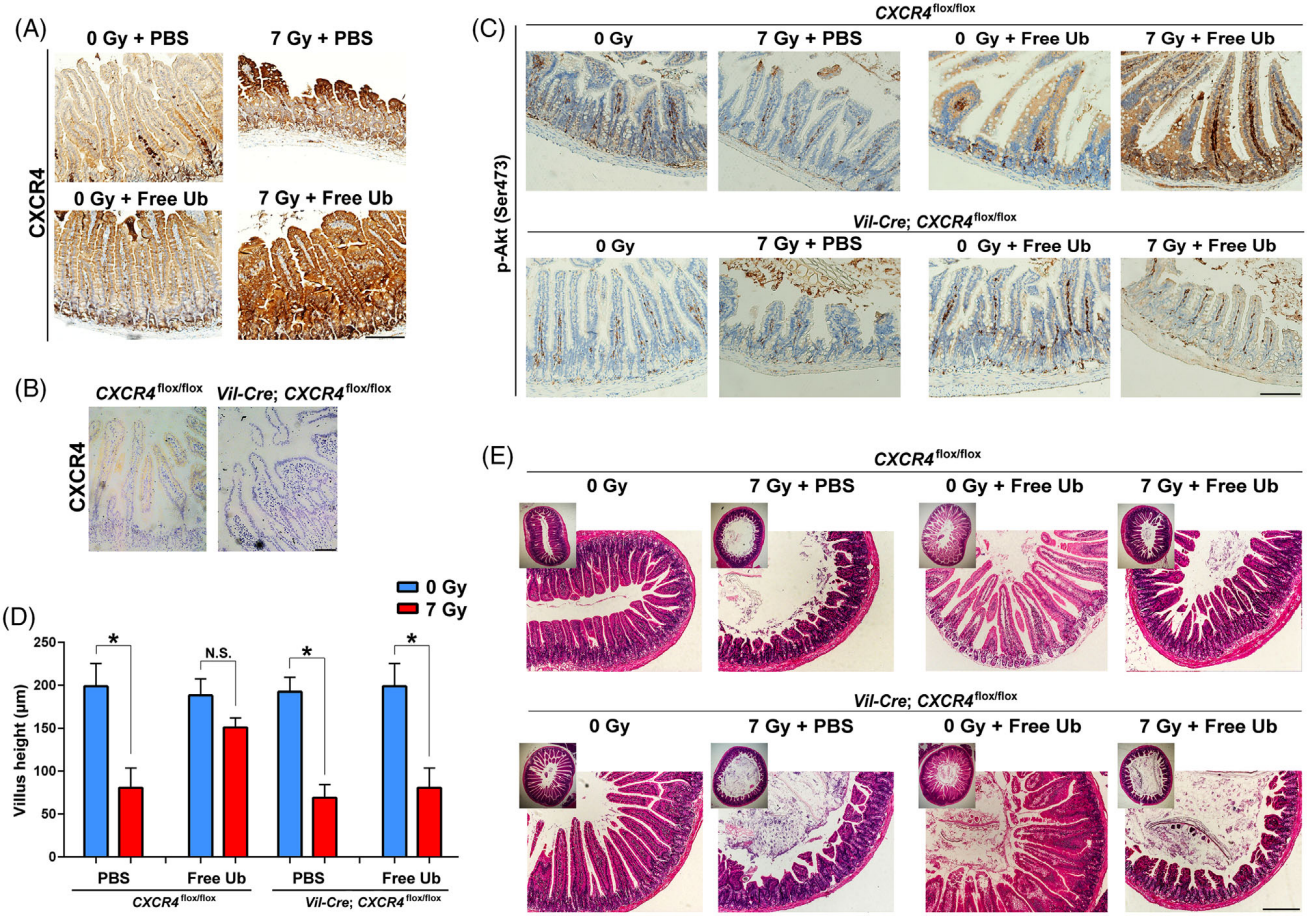
CXCR4 is involved in the radioprotective effect of free ubiquitin. (A) Mice were i.p. treated with PBS or free ubiquitin, followed by 0 or 7 Gy radiation. CXCR4 expression was measured by IHC analysis. (B) CXCR4 expression in the intestine of *Vil‐Cre*; *CXCR4* ^flox/flox^ and control mice (*CXCR4* ^flox/flox^) was confirmed by IHC (400 ×). Scale bar = 100 μm. (C) Representative images of IHC staining of Akt phosphorylation (Ser473) in intestinal tissues from *Vil‐Cre*; *CXCR4* ^flox/flox^ and control mice at 3.5 days after 7 Gy TBI. Scale bar = 100 μm. (D) Villus height was determined by taking pictures of H&E‐stained sections from *Vil‐Cre*; *CXCR4* ^flox/flox^ and control mice at 3.5 days after 7 Gy total body irradiation (TBI). The images were analyzed using Image J. At least 30 well‐oriented, full‐length crypt‐villus units per mouse were measured. Crypts per circumference were counted from three separate tubular intestinal H&E‐stained slices for each mouse. (*n* = 4). (E) Representative H&E staining images of intestinal tissues from each group. Scale bar = 100 μm

### 2.7 The effect of ubiquitin mutants on radiation‐induced intestinal injury

Since K48‐ and K63‐linked Ub chains are the two most abundant ubiquitination chain types,^26^ we next investigated whether Ub mutants lacking K48 or K63 affect the radioprotective role of free Ub. The effect of free Ub mutants (K48R and K63R) on the radiosensitivity of IEC‐6 cells was determined via clonogenic survival assay. As shown in Figure S4, Figure 6A,B and Figure S10, pretreatment with free Ub mutants significantly increased the survival rate and cell viability in a dose‐dependent manner in IEC‐6 and HIEC cells. Moreover, radiation‐induced cell death was alleviated by free Ub mutants (K48 or K63) pretreatment in IEC‐6 and HIEC cells following 5, 10, and 15 Gy X‐ray exposure (Figure 6E–H). In vivo study showed that Ub mutants (K48R and K63R) were as potent as free Ub in facilitating the recovery of small intestine after 20 Gy abdominal irradiation (Figure 6I). These results demonstrated that both K48 and K63 mutants of free Ub remained radioprotective and the covalent linkage of Ub was unlikely to be required during this process.

**FIGURE 6:**
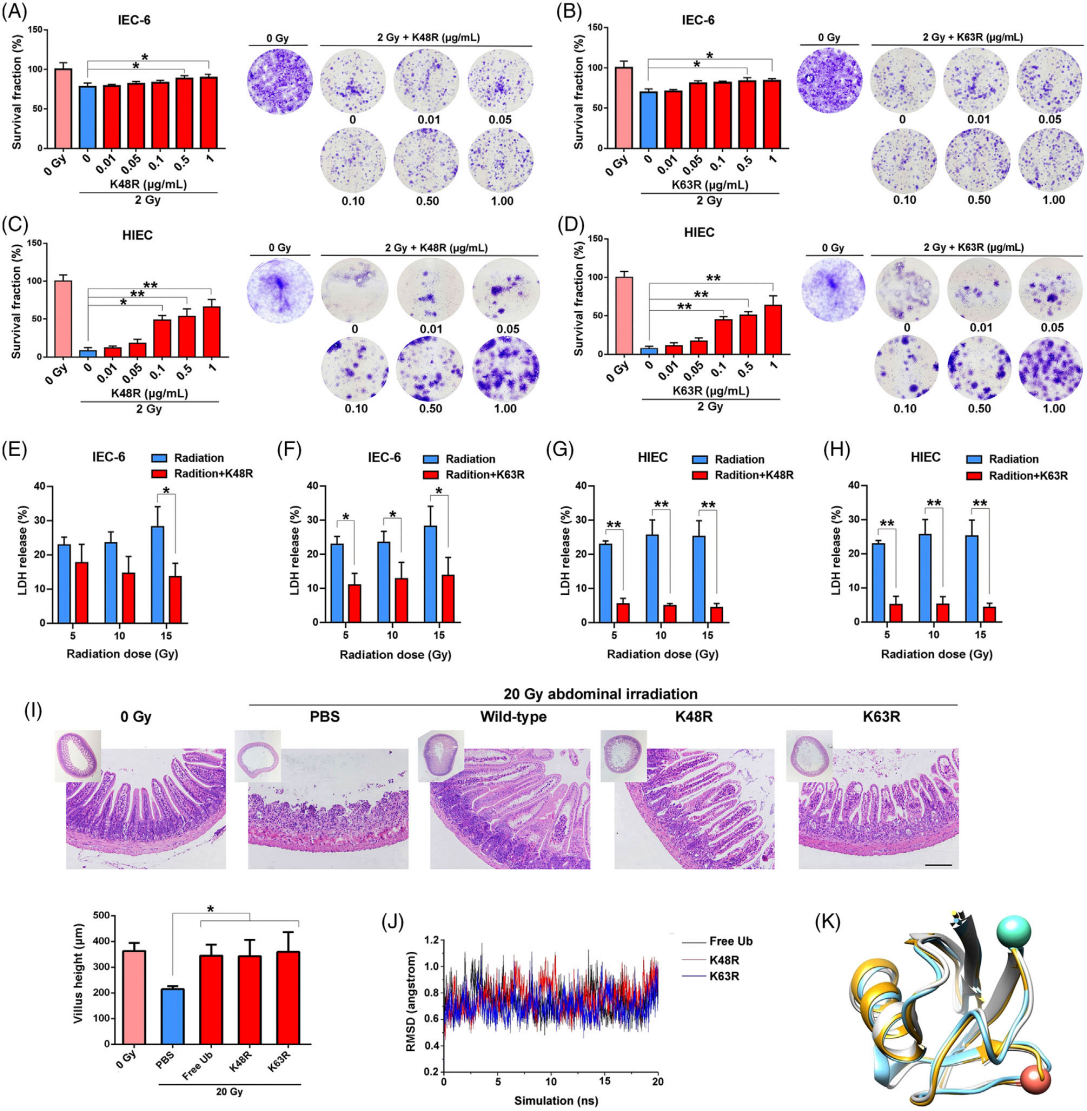
The effect of ubiquitin mutants on radiation‐induced intestinal injury. (A)–(D) Clonogenic cell survival assay was performed with IEC‐6 or human intestinal epithelial cells (HIEC) that were treated with indicated concentration of free ubiquitin mutants (K48R and K63R) for 24 h and then exposed to 2 Gy radiation. The survival fraction was normalized to the unirradiated control group. Representative clones from each group after 0 or 2 Gy radiation are shown. (E)–(H) After incubation of free ubiquitin mutants for 24 h, cells were irradiated and LDH of each group was measured. (I) Representative H&E‐stained sections of the small intestines. Mice were i.p. injected with PBS, wild‐type free ubiquitin or mutated free ubiquitin. Mice were then exposed to 20 Gy abdominal irradiation and small intestines were harvested for pathological examination 3.5 days post radiation (*n* = 4). Scale bar = 100 μm. (J) RMSD evolutions of wild‐type ubiquitin and K48R and K63R mutants throughout 20‐ns long simulations. (K) Superimposition of final structures of wild‐type (in blue), K48R (in white), and K63R (in gold) ubiquitin. Proteins are shown in ribbon. Position of K(R)48 (in pink) and K(R)63 (in light green) are also indicated by spheres

Molecular dynamics (MD) simulation was utilized to compare the structural alteration of wild‐type Ub and two Ub mutants. The three simulation systems were wild‐type Ub and K48R and K63R mutants. Each system was used to conduct a 20 ns simulation. Evolution of root mean square deviation (RMSD) throughout the simulation was calculated based on backbone atoms shown in Figure 6J. It is shown that, in all the systems, RMSD level off within a notably short period of time, indicating that they reach stable states quickly. The average RMSDs of wild‐type Ub, K48R protein, and K63R protein during the last 10 ns were 0.73, 0.71, and 0.71 Å, respectively. Such small RMSDs demonstrate the limited structural changes of all three proteins. Structural comparison was also performed by superimposing three final models as shown in Figure 6K. It is clear that the overall structures of three models are superimposed effectively without significant changes. Since non‐bond interactions, such as hydrogen bonds and salt bridges, are closely related to protein conformational change, ligand identification, and fundamental physiology functions, we investigated the salt bridges and hydrogen bonds formed by K(R)48 and K(R)63. In wild‐type Ub, K48 mainly formed hydrogen bonds to F45, and K63 formed salt bridge to E64. Both non‐bond interactions were well‐reserved in the two mutant systems. Additionally, K(R)48 occasionally formed salt bridges to E51 in the two mutant systems with very low survival percentage (< 4% during the entire simulation in both systems). Thus, both overall structure comparison and residue interaction analysis indicated that limited change occurs when K48 and K63 were mutated to Arginine.

### 2.8 Free ubiquitin promotes radioprotective fibroblast growth factor‐2 secretion in intestinal cells

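Intestinal RNA of 6 mice irradiated with 7 Gy, 3 given PBS and 3 given free Ub, was measured on 1 Illumina MouseWG-6 v2 array per mouse. The sample labels place the intestines 3.5 days after the radiation and the injection after it. The arrays report 19057 named genes, among them interferon response genes, markers of epithelial, immune and stromal cells, and members of the PI3K-Akt and cytokine secretion pathways. Because the 6 arrays hold no unirradiated intestine, each value compares free Ub with PBS after radiation. Values are log2 signals normalized by the authors, and free Ub was compared with PBS by limma for each probe and by its camera test for gene lists, with p-values adjusted by the Benjamini-Hochberg method. With 3 mice per group, an exact permutation test of a single gene cannot go below p = 0.1.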

To unravel the underlying mechanisms of free Ub‐induced radioprotection of normal tissues, we conducted high‐throughput mRNA microarray analysis of mouse intestines following 7 Gy radiation with or without free Ub (Figure 7A). A serial of differentially expressed mRNAs between the two treatment groups were screened out (Figure 7B,C). 

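Interferon response genes were lower as a group in the intestines of mice given free Ub than in those given PBS with a preset correlation between genes, and did not pass with one estimated from the samples (p = 0.0275, adjusted p = 0.881). Oas2, an antiviral oligoadenylate synthetase, had a log2 signal of 7.71 ± 0.37 with PBS and 6.20 ± 0.35 with free Ub (mean ± SD, n = 3 per group), 2.85-fold lower. Oas3, of the same family, had 5.51 ± 0.26 and 4.30 ± 0.33. Irf7, the transcription factor that amplifies interferon production, had 8.00 ± 0.12 and 7.33 ± 0.23, and Mx2, a GTPase that restricts viruses, 6.07 ± 0.32 and 5.29 ± 0.26. Of 40 listed genes 38 had a named probe: 31 were lower in mean signal with free Ub, 6 were higher and 1 was at the floor on all 6 arrays. The list's median difference was -0.35 (camera, preset correlation of 0.01, adjusted p = 1.34e-05 over 32 lists). At an unadjusted p under 0.05 in limma 10 members were lower and 0 higher, and 0 passed after adjustment over all genes or over the list alone.
Endothelial markers and T and NK cell markers were lower and stem cell markers higher as groups with the preset correlation. None of these 3 lists passed with an estimated correlation (adjusted p = 0.893 for each). Of the 20 endothelial markers 16 were lower (median -0.27, adjusted p = 0.0115; estimated correlation, p = 0.205). Among them were Eng, a co-receptor of the TGF-β family (5.95 ± 0.10 with PBS, 5.39 ± 0.25 with free Ub), and Robo4, a receptor that stabilizes vessels (7.77 ± 0.18 and 7.31 ± 0.20). T and NK cell markers were lower for 20 of 24 (median -0.27, adjusted p = 0.0197; estimated correlation, p = 0.0932), including Prf1, the perforin of cytotoxic cells (7.98 ± 0.29 and 7.33 ± 0.16), and Ifng, interferon gamma (3.02 ± 0.34 and 1.99 ± 0.12). Intestinal stem cell markers were higher for 16 of 22 (median 0.20, adjusted p = 0.0318; estimated correlation, p = 0.33), although free Ub replicate 1 had the lowest median of the 6 samples. Axin2, a target of Wnt signaling, had 6.99 ± 0.12 and 7.41 ± 0.23. Msi1, the RNA-binding protein Musashi-1, which was at the floor on 2 PBS arrays, was the 1 member to pass when adjusted over the list alone. At an unadjusted p under 0.05, limma gave 2 lower endothelial markers, 2 lower T and NK cell markers and 2 higher stem cell markers, and 0 members of these lists passed over all genes. With the mean of a gene's probes the adjusted p was 0.0516 for the endothelial list and 0.264 for each of the other 2, and the stem cell list also had 0.289 and 0.418 with floors of 4 and 6 and 0.11 for probes above the floor on all arrays. The calls were also lost without PBS replicate 3 or free Ub replicate 1 (endothelial), and without PBS replicate 1, free Ub replicate 2 or free Ub replicate 3, among others (T and NK cell, stem cell). The other 28 lists did not pass.

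**Figure D1:**
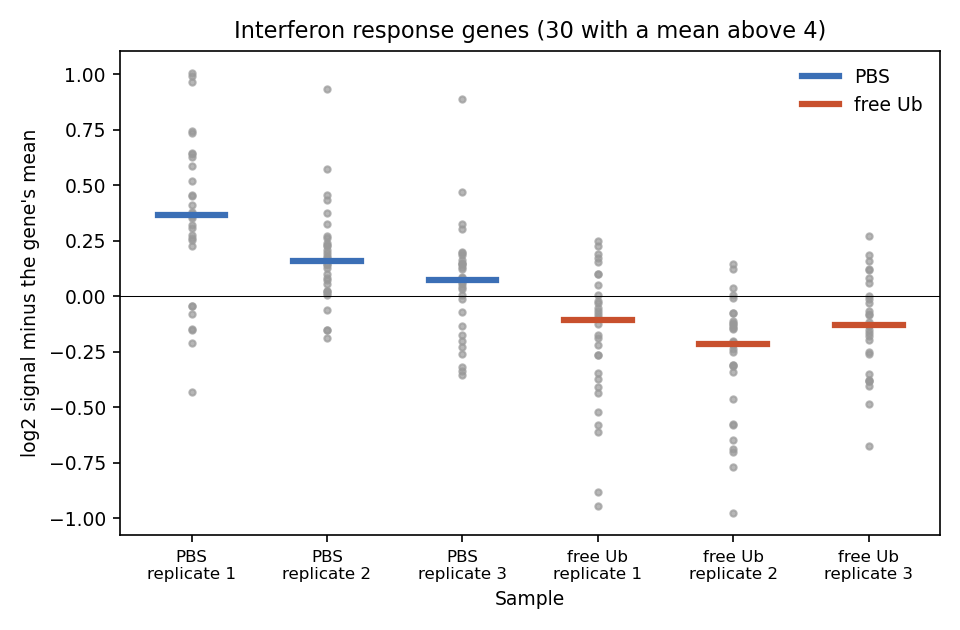
Interferon response genes with a mean log2 signal above 4 in each intestine, as the difference from the gene's mean over the 6 samples; bars show the median of each sample.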

The raw microarray data are accessible through Gene Expression Omnibus series accession number GSE133377. 

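Fkbpl, Ift81, Pde7a, Slc18a1, Vgll1 and Dusp2 each had exactly 1 probe with a fold change above 2 and an unadjusted p under 0.05 in limma, 3 of them higher and 3 lower with free Ub. Vgll1, a cofactor of TEAD transcription factors, had a log2 signal of 3.38 ± 0.20 with PBS (mean ± SD, n = 3) and was listed at the floor on all 3 free Ub arrays (limma, adjusted p = 0.0111). Slc18a1, a vesicular monoamine transporter, had 3.55 ± 0.91 with PBS and was at the floor on all 3 free Ub arrays (adjusted p = 0.299), while its other probe read 1.09 ± 1.80 and 1.98 ± 0.64. Fkbpl, an immunophilin-like protein, was at the floor on all 3 PBS arrays and between 2.78 and 3.77 with free Ub on 1 probe (adjusted p = 0.117), and 4.06 ± 0.71 against 4.60 ± 0.34 on its brightest. Pde7a, a phosphodiesterase that breaks down cAMP, was at the floor on all 3 PBS arrays and between 2.69 and 3.69 with free Ub on 1 probe, and 3.48 ± 0.67 against 3.13 ± 0.70 on its brightest. Ift81, of the intraflagellar transport complex, had 1.14 ± 0.99 and 4.36 ± 0.28 on its dimmest probe and 5.83 ± 0.49 against 5.65 ± 0.63 on its brightest. Dusp2, a phosphatase of MAP kinases, had 3.25 ± 0.77 and 0.44 ± 0.76 on 1 probe and 3.30 ± 0.56 against 2.30 ± 1.28 on the other. The study chose these genes on the same samples, so the count of 6 is not independent evidence. The genes have 12 probes in all. The brightest probe passed for Slc18a1 and Vgll1 alone, and 0 of the 6 passing probes had a mean above 6. With values under 4 raised to 4, 0 pass. That result was fixed in advance: the highest value of these probes, 4.57 for Slc18a1 in PBS replicate 1, lies less than 1 log2 above 4.

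**Figure D2:**
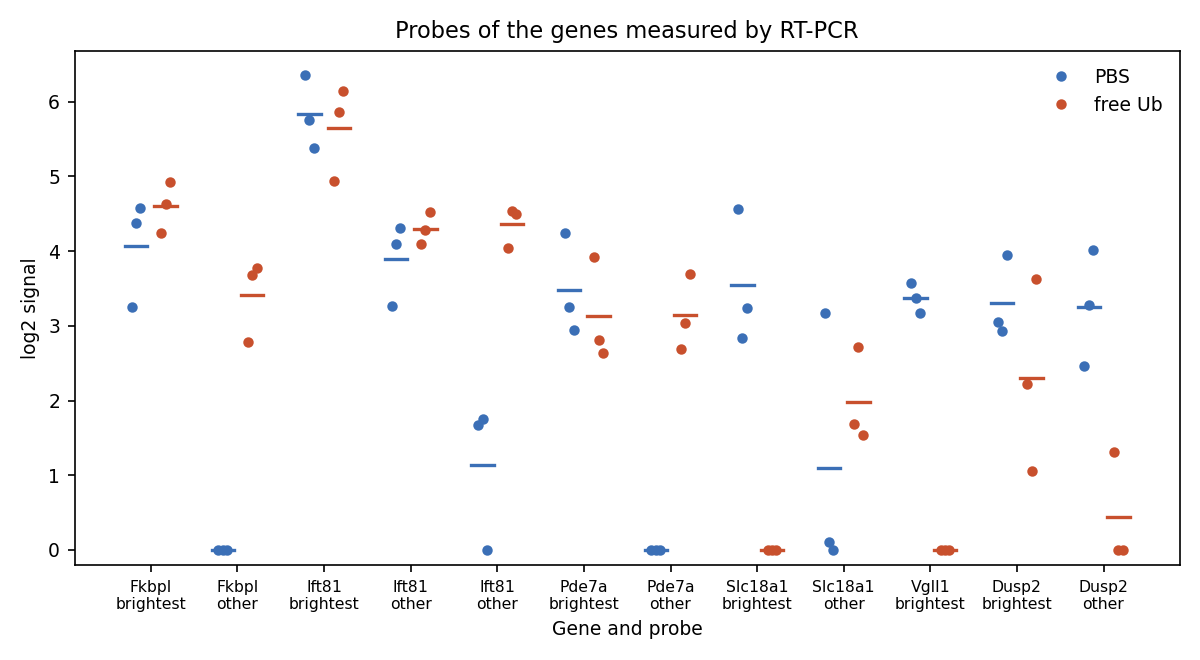
log2 signals of the 12 probes of Fkbpl, Ift81, Pde7a, Slc18a1, Vgll1 and Dusp2 in the 3 PBS and 3 free Ub samples, each gene's brightest probe marked.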

The expression of seven genes including *FKBPL*, *PDE7A*, and *VGLL1* was further validated by RT‐PCR, which was consistent with the microarray data (Figure S11). Using GSEA^27^ to screen differentially expressed pathways, PI3K‐Akt pathways were enriched (*P* = 0.032; Figure 7D), which was consistent with our previous results. 

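Genes of the PI3K-Akt pathway went both ways with free Ub. Bcl2, which restrains mitochondrial apoptosis, had a log2 signal of 4.42 ± 0.12 with PBS and 4.81 ± 0.09 with free Ub (mean ± SD, n = 3), and Eif4e, which binds the mRNA cap, was at the floor on 2 PBS arrays and had 2.28 ± 0.71 with free Ub. Pik3r6, a regulatory subunit of PI3K gamma, had 3.46 ± 0.04 and 2.67 ± 0.20, and the matrix collagen Col6a6 2.72 ± 0.32 and 1.40 ± 0.50. Of 334 listed genes 304 had a named probe: 133 were higher in mean signal with free Ub, 161 lower and 10 at the floor on all 6 arrays, Akt1 among them. The list's median difference was -0.03 (camera, adjusted p = 0.876 over the 32 lists). At an unadjusted p under 0.05 in limma, 4 members were higher and 10 lower, and 0 passed after adjustment over all genes or over the list alone. Among 36 measured core kinases and regulators, 17 were higher and 17 lower (adjusted p = 0.876), and 2 passed as lower when adjusted over that list alone: Pik3r6 and Inpp5d, the lipid phosphatase SHIP1 that removes the product of PI3K (4.41 ± 0.10 and 3.69 ± 0.09). Of the others with the smallest p in the core list, the kinase Gsk3b differed by 0.21 and the mTORC1 subunit Rptor by 0.15. The pathway list was written by hand from general knowledge and holds genes that Fig. 7D shows and that the study chose on these samples. It may differ in membership from the set the study tested, which is not listed in full. Transcript levels of these genes do not measure the phosphorylation of Akt, which the paper assayed on the protein.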

Notably, this in silico analysis also revealed the enrichment of the cytokine secretion pathway (*P* = 0.024; Figure 7D), indicating that free Ub probably affected the key cytokine(s) to exert radioprotection. 

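Positive regulators of cytokine secretion were lower in mean signal more often than higher with free Ub, without passing the test as a group. Nod1, a sensor of bacterial peptidoglycan, had a log2 signal of 6.78 ± 0.12 with PBS and 6.23 ± 0.04 with free Ub (mean ± SD, n = 3; limma, adjusted p = 0.285). Tlr8, an endosomal sensor of RNA, had 3.62 ± 0.54 and 2.53 ± 0.53, and Nlrp3, the inflammasome sensor, had 1.32 ± 0.91 with PBS and was listed at the floor on all 3 free Ub arrays. Of 55 listed genes 50 had a named probe: 19 were higher, 29 lower and 2 at the floor on all 6 arrays. The median difference was -0.06 (camera, adjusted p = 0.41). At an unadjusted p under 0.05 in limma 5 members were lower, Nod1, Nlrp3, Tlr8 and Ifng among them, and 0 higher, and 0 passed after adjustment over all genes or over the list alone. From the enrichment the paper proposes that free Ub acts through key cytokines. Among transcripts of the 10 cytokines it measured in serum, 3 were higher in the intestine, 6 lower and Fgf2 at the floor on all 6 arrays (adjusted p = 0.695, 0 members at an unadjusted p under 0.05). The transcripts were read in intestine and the cytokines in serum, where protein from other organs also circulates. The serum was also taken later after radiation than either time given for the arrays. Its legends place the injection before radiation, where the sample labels of the arrays place it after. The list of positive regulators was written by hand, since the study's set is named without its members in the text. It lacks Sox11, which Fig. 7D shows, so it is not the study's set.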

Growth hormone releasing hormone (GHRH), which has been shown to increase the expression of multiple cytokines such as FGF2 in cancerous and noncancerous cells,^28^, ^29^ was confirmed to be induced in free Ub‐treated mouse intestine (Figure 7D,E). 

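Ghrh, the gene of growth hormone releasing hormone, was at the floor on all 3 PBS arrays; with free Ub it read 0.45 and 0.75 log2 on 2 arrays and was at the floor on the other. The listed difference is 0.40, but its size is not measured because of the floor values. This difference had an exact permutation p of 0.4 (two-sided, where the smallest that 3 against 3 allows is 0.1). Its adjusted p was 0.872 in limma. Ghrhr, its receptor, was at the floor on 5 of 6 arrays on its brightest probe. Of 16 measured genes of the growth hormone axis, 9 were higher and 7 lower (median 0.09; camera, adjusted p = 0.686), with 0 at an unadjusted p under 0.05. They include Sstr1 and Sstr3, receptors of somatostatin, which opposes the hormone (differences of 1.00 and 1.39, both with floor values), and Ghrl, which encodes ghrelin (9.28 ± 0.10 with PBS and 8.87 ± 0.53 with free Ub, mean ± SD, n = 3). Both Ghrh values above the floor lie below the median signal of the arrays, and a transcript level does not measure the protein.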

We therefore examined the serum levels of 10 important cytokines that have been documented to be involved in tissue radiosensitivity, tissue regeneration, and/or cell proliferation.^1^, ^2^, ^3^, ^4^, ^5^, ^6^, ^7^, ^8^, ^9^, ^10^, ^11^, ^12^, ^13^, ^14^, ^15^, ^16^, ^17^, ^18^, ^19^, ^20^, ^21^, ^22^, ^23^, ^24^, ^25^, ^26^, ^27^, ^28^, ^29^, ^30^, ^31^, ^32^ As shown in Figure 7F, administration of free Ub following radiation significantly elevated serum levels of FGF2 but not the other nine cytokines (Figure S12).

**FIGURE 7:**
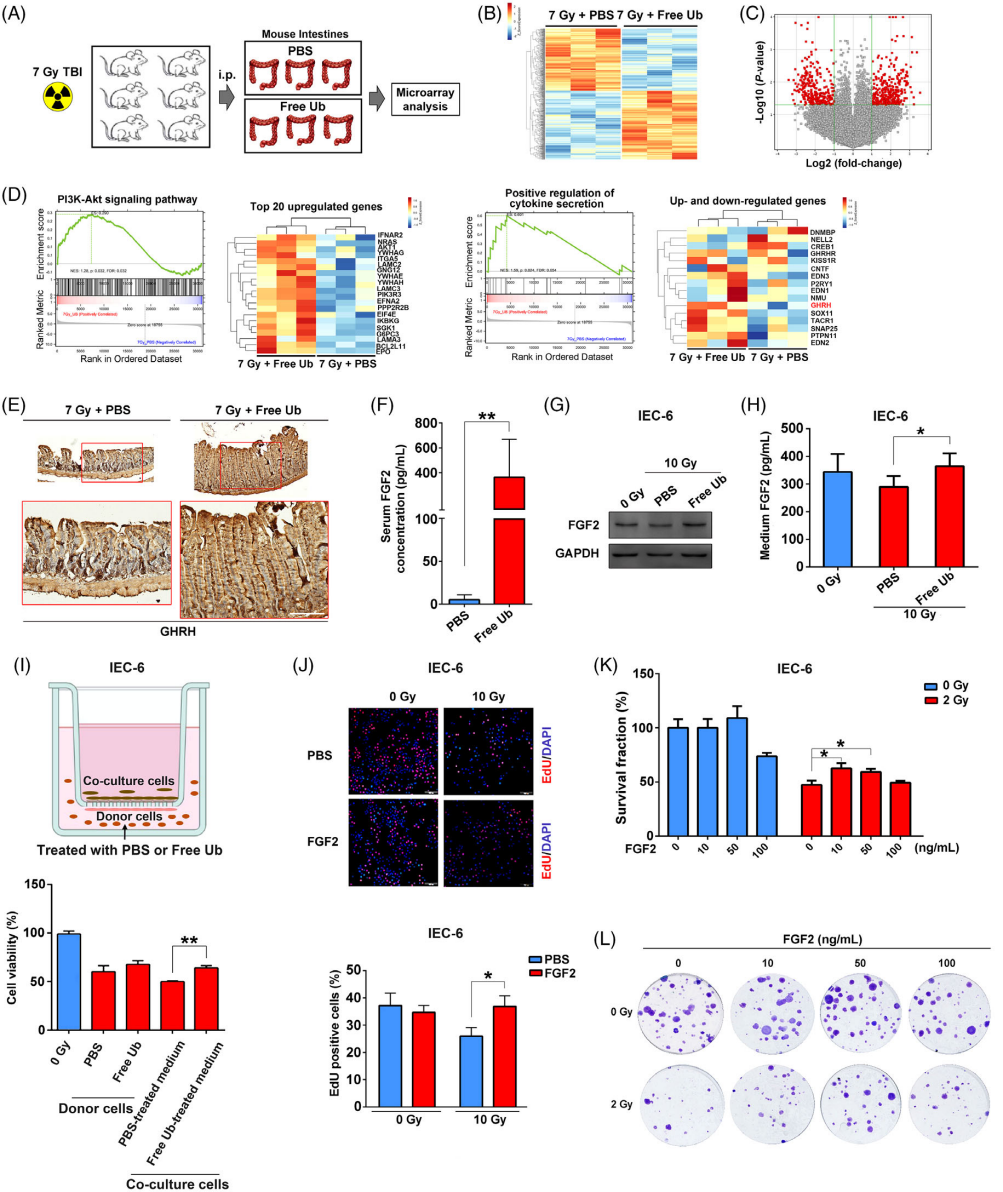
Free ubiquitin promotes FGF2 expression and secretion. (A) Experimental design of the microarray analysis. (B) Heatmap of gene clusters for those differentially expressed between PBS and free ubiquitin (Ub)‐treated mice at 12 h following 7 Gy total body irradiation (TBI). (C) Volcano plot comparing PBS and free Ub treatment. Genes with fold change > 2 and *P* value < 0.05 are marked with red dots and those with fold change < − 2 and *P* value < 0.05 are marked with green dots. (D) Significantly enriched pathways altered in mice 12 h post 7 Gy TBI (PBS vs. free Ub treatment). (E) IHC staining of GHRH in mouse intestine. Scale bar = 100 μm. (F) Mice were i.p. treated with PBS or free Ub before 7 Gy radiation. Serum concentration of FGF2 in mice was measured 5 days after radiation (*n* = 5). (G) Western blotting analysis of FGF2 expression in IEC‐6 cells. (H) Quantification of FGF2 levels in the culture medium with or without free Ub by ELISA. (I) IEC‐6 cells were pretreated with free Ub for 24 h. And then, the culture medium was changed followed by 10 Gy radiation. Then, cells were co‐cultured with IEC‐6 cells by a transwell chamber. Cell viability of irradiated (donor) cells and co‐cultured (receptor) cells were measured. (J) The effect of FGF2 (50 ng/ml) on the proliferation of IEC‐6 cells with or without radiation. Scale bar = 50 μm. (K) Clonogenic survival assay of IEC‐6 cells that were treated with indicated concentration of FGF2 for 24 h and then exposed to 0 or 2 Gy radiation. The survival fraction was normalized to the unirradiated control group. (L) Representative clones from each group after 0 or 2 Gy radiation. *P < 0.05 and **P < 0.01, compared with the control group

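Genes with large differences were near the floor in 1 group. Gata3, a transcription factor of lymphoid and epithelial lineages, and Cpne5, a calcium-dependent phospholipid-binding protein, were at the floor on all 3 PBS arrays and had log2 signals of 2.40 ± 0.05 and 2.20 ± 0.14 with free Ub (mean ± SD, n = 3; limma, adjusted p = 9.2e-04 and 0.0138). The zinc transporter Slc30a3 (2.81 ± 0.21, adjusted p = 0.0354) and the zinc finger factor Zic4 (2.26 ± 0.23, adjusted p = 0.0477) were at the floor on 2 PBS arrays. Fam160b2 was at the floor on all 3 PBS arrays on a dim probe (adjusted p = 0.0259), while its brightest probe read 8.87 with PBS and 8.84 with free Ub. In the other direction, Six3, a homeobox factor of the forebrain, Piezo2, a mechanically gated channel, Lamp3, a lysosomal protein of dendritic cells, Anp32b, a histone chaperone, Prps1l1, a nucleotide synthesis enzyme, and Enox2, a surface oxidase, had 2.83 to 3.20 with PBS and were listed at the floor on all 3 free Ub arrays. Ndst4, a heparan sulfate sulfotransferase (4.00 ± 0.30 with PBS), Fshr, the receptor of follicle-stimulating hormone (3.40 ± 0.42), Zfp622 (3.20 ± 0.30) and the bitter taste receptor Tas2r137 (3.74 ± 0.45) were at the floor on 2 free Ub arrays. These 15 genes, with Slc18a1 and Vgll1, are the 5 largest rises at an adjusted p under 0.05 and the 12 largest falls at an unadjusted p under 0.05 that the naming rule gives. At an unadjusted p the dim probes of Fkbpl, Ift81 and Pde7a have larger listed differences than these rises. Because of the floor values the sizes are not measured, so this order is of listed values only. Of these 17, 6 passed an adjusted p under 0.05 in limma and 11 had 1 group wholly at the floor. For 5 (Fam160b2, Enox2, Fshr, Zfp622 and Piezo2) the probe is not the gene's brightest. The sample labels give 3.5 days after radiation where the legend gives 12 h.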

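The probes past the study's threshold are mostly dim. A fold change above 2 and an unadjusted p under 0.05 in limma held for 1115 probes, 549 higher and 566 lower with free Ub. Of these 1093 had a mean log2 signal under 4, 839 had at least 1 value at the floor and 281 had 1 group wholly at it. Only 5 had a mean above 6, named here after their values were seen: Oas2, Insig1, Uba3, Acta1 and 1 probe without a gene name. Insig1 restrains sterol synthesis (5.53 ± 0.46 with PBS and 6.61 ± 0.13 with free Ub; mean ± SD, n = 3; limma, adjusted p = 0.651). Uba3 belongs to the enzyme that activates NEDD8 (5.80 ± 0.66 and 6.88 ± 0.25, adjusted p = 0.872), and Acta1 is skeletal muscle actin (6.83 ± 0.44 and 5.62 ± 0.31, adjusted p = 0.658). At an unadjusted p alone 2336 of the 39673 probes above the floor on at least 1 array passed, where 1984 would by chance. Among the 21349 above the floor on all 6, 1482 passed, or 1210 when these probes were fitted alone (1067 by chance). For 2414 of the 21349 the groups did not overlap, 11.3% against 10% by chance. At an adjusted p under 0.05, 24 probes passed, 13 higher and 11 lower. The count was 0 with an intensity trend and robust variances or with the replicate block (limma; 1736 and 2446 at an unadjusted p), and 75 to 112 without 1 sample, mostly lower without a PBS and mostly higher without a free Ub sample. Of the 24 probes 0 were above the floor on all 6 arrays and 14 were named. Among them are Tmsb15b1, a thymosin that binds actin (at the floor on all 3 free Ub arrays, adjusted p = 0.00377), and Canx, the chaperone calnexin (at the floor on all 3 PBS arrays, adjusted p = 0.00987), named after their values were seen. With values under 4 raised to 4, 25 probes passed the study's threshold and 0 an adjusted p under 0.05 (1167 at an unadjusted p). That fit used the 18361 probes whose values still differed. Over all 45281 probes 13 passed the threshold and 1 an adjusted p under 0.05.

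**Figure D3:**
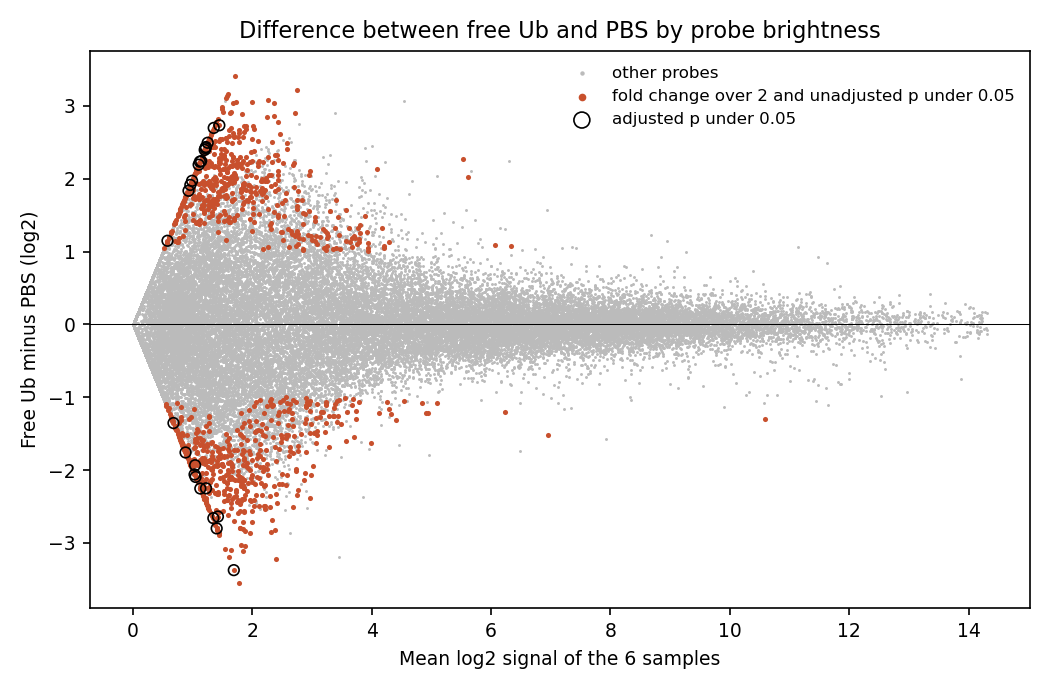
Difference between free Ub and PBS for each probe against its mean log2 signal over the 6 samples, with probes past the study's threshold in orange and those at an adjusted p under 0.05 circled.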

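Of the 20 genes shown for the PI3K-Akt pathway, 18 had a named probe, and on the brightest probe 12 were higher with free Ub, 4 lower (Ywhag, Itga5, Lamc3 and G6pc3) and 2 at the floor on all 6 arrays (Akt1 and Epo). A probe of Nras, a RAS GTPase, of the fibronectin receptor chain Itga5, of the G protein subunit Gng12 and of Eif4e passed the study's threshold as higher. On the brightest probe Nras read 9.62 ± 0.05 with PBS and 9.66 ± 0.28 with free Ub (mean ± SD, n = 3), Gng12 10.78 ± 0.09 and 10.88 ± 0.03, and Itga5 4.60 ± 0.50 and 4.04 ± 0.62, so that these 3 genes passed on dim probes alone. Sgk1, a kinase downstream of PI3K, had 12.64 ± 0.31 and 13.04 ± 0.26, and Ifnar2, Ywhae, Ywhah, Pik3r3, Efna2, Ppp2r2b, Ikbkg and Bcl2l11 were higher without passing. Of the 16 genes shown for cytokine secretion 15 had a named probe, 9 higher and 6 lower. Sox11, a transcription factor of neural progenitors, passed (2.21 ± 0.20 and 3.31 ± 0.37), and Tacr1, the receptor of substance P, had 3.42 ± 0.75 and 4.49 ± 0.49. Edn1, Edn2, Edn3, Snap25, Dnmbp, Ghrh and Ghrhr were higher without passing, and Creb1, Kiss1r, Cntf, P2ry1, Nmu and Ptpn11 lower. The genes were chosen by the study on these samples, so the signs are not independent evidence. In limma 1 probe of them, of Itga5, passed an adjusted p under 0.05 (at the floor on all 3 PBS arrays, adjusted p = 0.0138).

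**Figure D4:**
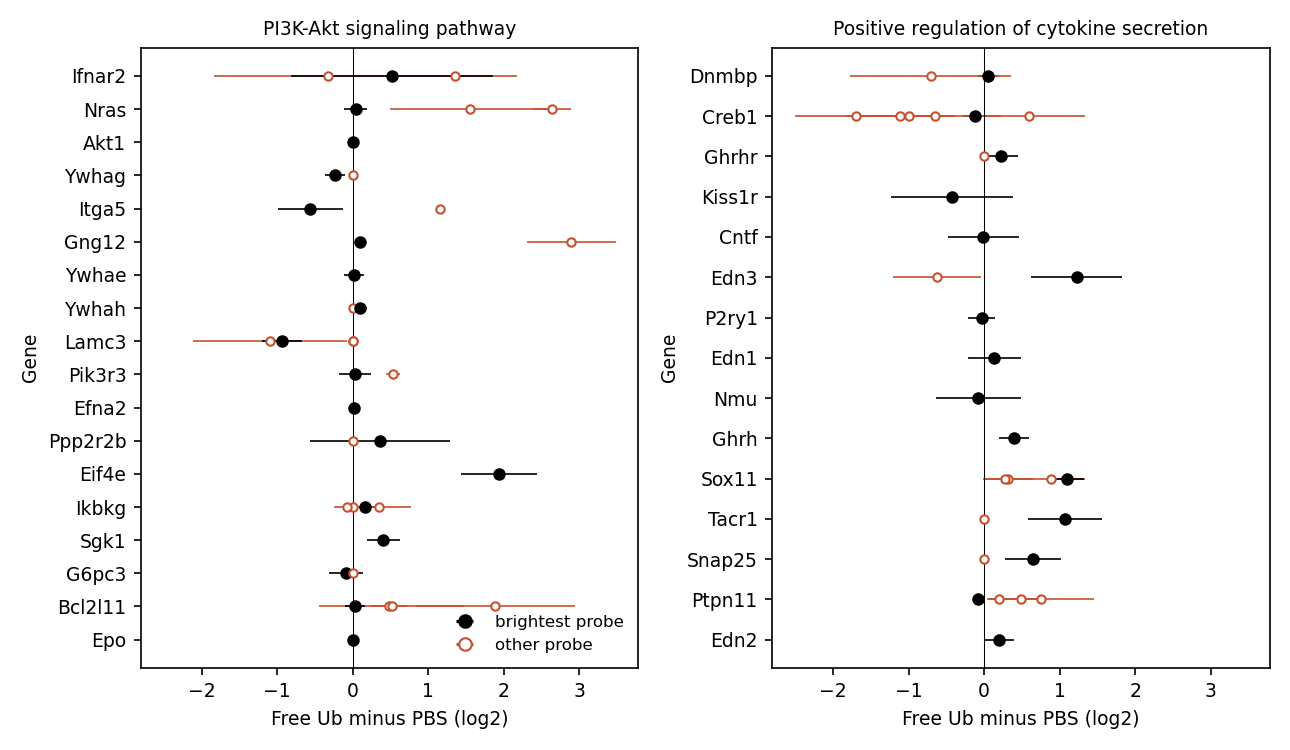
Difference between free Ub and PBS, with its standard error, for each probe of the genes that Fig. 7D shows, brightest probes filled.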

Given that FGF2, a member of the FGF family, has been reported to be involved in a range of critical physiological processes—including embryonic development, cell proliferation, tissue repair, tumor growth, and metastasis,^33^, ^34^ we thus focused on how free Ub modulated FGF2 induction in response to radiation‐induced damage. In parallel with in vivo data, FGF2 expression (Figure 7G) and secretion were higher in free Ub‐treated IEC‐6 cells than that PBS‐treated cells following radiation (Figure 7H). Moreover, free Ub ‐treated medium maintained the cell viability of irradiated receptor IEC‐6 cells, suggesting a possible mechanism of free Ub through the secretion‐related pathway (Figure 7I). We further demonstrated that theFGF2 treatment facilitated the survival and proliferation of irradiated IEC‐6 cells (Figure 7J–L) with increased phosphorylation of Akt (Figure S13).

### 2.9 FGF2 signaling mediates the radioprotective role of free ubiquitin

To confirm whether FGF2 mediated the radioprotective role of free Ub, the effects of anti‐FGF2 antibody and lenvatinib, a specific inhibitor of FGF receptors (FGFRs),^35^ on freeUb‐treated intestinal epithelial cells were examined by LDH release assay. As shown in Figure 8A, blockade of FGF2 by its antibody or its inhibitor abrogated the radioprotective role of free Ub as evidenced by increased LDH release following 10 or 15 Gy radiation. In line with this, clonogenic survival assay showed that inhibition of FGF2 signaling did not affect cell survival without radiation but counteracted the increased survival of free Ub following radiation in HIEC cells (Figure 8B). The above results indicate that FGF2 signaling mediated the radioprotection of free Ub.

**FIGURE 8:**
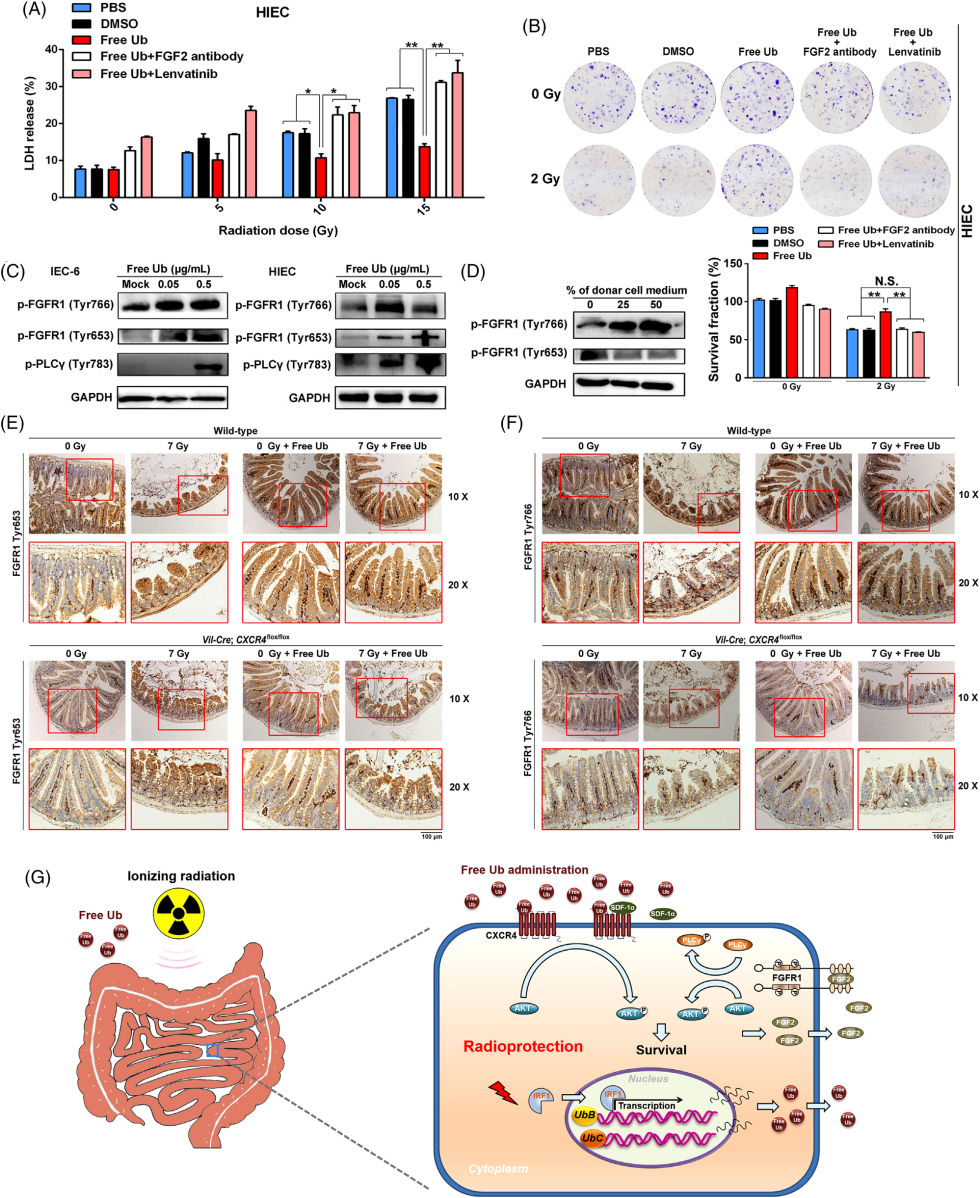
FGF2 signaling mediates the radioprotective role of free ubiquitin. (A) Blockade of FGF2 compromised the radioprotective role of free ubiquitin (Ub). Human intestinal epithelial cells (HIEC) were treated with an anti‐FGF antibody (R&D, Minneapolis, MN; #Ab‐233‐NA, 1 μg/mL) or lenvatinib (1 μM), together with free Ub. 24 h after ionizing radiation, LDH of each group was measured. *P < 0.05 and **P < 0.01 compared with the control group. (B) Clonogenic cell survival assay of HIEC cells treated with an anti‐FGF2 antibody (1 μg/ml) or lenvatinib (1 μM), together with free Ub, and then exposed to 0 or 2 Gy radiation. The data are presented as the mean ± SEM and normalized to the PBS‐treated cells. **P < 0.01, compared with the control cells. N.S., nonsignificant. (C) Western blotting analyses of FGFR1 phosphorylation (Tyr653 and Try 766) treated with free Ub after radiation. (D) IEC‐6 cells (donor cells) were pretreated with free Ub for 24 h. And then, the culture medium was changed followed by 10 Gy radiation. Western blotting analyses of FGFR1 phosphorylation (Tyr653 and Try766) in IEC‐6 cells treated with the culture medium of donor cells. (E) Representative images of IHC staining of FGFR1 Try 653 in intestinal tissues from *Vil‐Cre*; *CXCR4* ^flox/flox^ and control mice with or without radiation. Scale bar = 100 μm. (F) Representative images of IHC staining of FGFR1 Tyr766 in intestinal tissues from *Vil‐Cre*; *CXCR4* ^flox/flox^ and control mice with or without radiation. Scale bar = 100 μm. (G) Schematic representation of the radioprotective role of free ubiquitin. IRF1 is activated by ionizing radiation and promotes ubiquitin expression. Free ubiquitin (Ub) activates cellular membrane receptor CXCR4, which increases Akt phosphorylation and FGF2 secretion. FGF2 protects irradiated intestinal cells through its receptor FGFR1. Thus, free ubiquitin confers protection against radiation‐induced intestinal injury through the CXCR4/FGF2 axis

Based on the above results, we sought to evaluate whether FGF2 downstream signaling was activated upon free Ub treatment. FGF‐2 has been shown to bind to FGF receptors FGFR1, FGFR2, and FGFR4.^36^ We focused on FGF2 tyrosine kinase receptor FGFR1, due to its ability to modulate cell radiotolerance through phospholipase C (PLCγ).^37^ Results from Western blotting analysis showed that free Ub increased the Tyr653 and Tyr766 phosphorylation of FGF2 tyrosine kinase receptor FGFR1, and phosphorylation Tyr783 of PLCγ in HIEC and IEC‐6 cells (Figure 8C). Moreover, the culture medium from free Ub ‐treated IEC‐6 cells resulted in phosphorylation of FGFR1 Tyr766 (Figure 8D), indicative of its activation on FGFR1 signaling. FGFR1 activation was then confirmed in wild‐type and *CXCR4* deficient mice treated with free Ub. The results from IHC staining revealed that both FGFR1 Tyr766 and Tyr653 phosphorylation were increased in mouse intestines upon free ubiquitin in vivo. Conditional deletion of CXCR4(*Vil‐Cre*; *CXCR4* ^flox/flox^) blunted FGFR1 Tyr653 and Tyr766 phosphorylation (Figure 8E,F), suggesting that FGFR1 activation depended on CXCR4. Taken together, these results indicated that free Ub activated FGF2/FGFR1 pathway through CRCR4, which enhanced the survival of irradiated intestinal epithelial cells.

## 3 DISCUSSION

Radiation‐induced acute injuries including intestinal injury remain a cause for significant concern. Although the search for suitable radiation countermeasures for radiation‐associated injuries was initiated over half a century ago, few safe and effective radiation countermeasures for these injuries have been approved by the Food and Drug Administration (FDA),^28^, ^38^ which limits clinical treatment options. The dearth of radiation countermeasures has prompted intensified research to achieve disease prevention or reversal.^6^ Therefore, it is necessary and valuable to identify novel molecules, especially naturally occurring molecules, that can be used to treat radiation‐induced injuries.

The ubiquitin/proteasome system (UPS) is conserved among all eukaryotes and plays vital regulatory roles in numerous cellular functions, including cell radiosensitivity.^20^ Although free Ub has been considered as a normal constituent in serum and bodily fluids,^8^, ^39^ its influence on tissue radiosensitivity has not yet been reported. To our knowledge, this is the first observation that free Ub confers dramatic protection against radiation‐induced death and intestinal injury, which is a previously unappreciated radioprotective strategy. Unlike the reported radioprotective drugs above, in vitro and in vivo administration of free Ub did not result in detectable adverse effects possibly because free Ub is an endogenous and innate peptide, indicating its promise in future clinical application. Moreover, radiation specifically upregulates the levels of free Ub in irradiated intestines, but not in other tissues such as lung, liver, and heart, indicating an intestine‐specific adaption and defensive response to ionizing radiation. In the present work, we elucidated that radiation‐induced free Ub was regulated by IRF1, which has been identified as a novel radiation‐responsive transcription factor and serves as a natural receptor of free Ub. IRF1 was likely to be activated by radiogenic cytoplasmic DNA/cGAS/STING pathway (our unpublished data). Radiation‐related transcriptional factors such as Nrf2, YY1, and β‐catenin are predicted to be involved in *UbB* or/and *UbC* transcription, however, they are yet to be verified.

CXCR4 on the plasma membrane has been identified as a natural receptor of free Ub in recent years.^19^, ^40^ Although SDF‐1α and free Ub are both reported ligands for CXCR4 and SDF‐1α and free Ub exert a synergistic effect in Akt activation,^18^ they interact with CXCR4 through distinct regions.^19^ These results suggest that free Ub and SDF‐1α might trigger distinct downstream effectors upon activating CXCR4 receptor, respectively.^19^ Consistent with this notion, the synergistic radioprotective effect was not observed in irradiated intestinal epithelial cells by applying SDF‐1α and free Ub. Free Ub alone sufficiently mitigated radiation‐induced tissue damage and promoted cell regeneration after radiation exposure via Akt signaling pathway. Akt is a well‐established target for radioprotection, which directly facilitates DNA repair and promotes cell survival.^41^ A variety of agents that can activate Akt has shown the radioprotective activity.^41^ Although CXCR4 was herein found to mediate the radioprotective function of free Ub, SDF‐1α is unlikely to exert similar radioprotective role as free Ub. SDF‐1α has also been shown to bind to another receptor CXCR7 with greater affinity than does CXCR4.^42^, ^43^ The significance of the SDF‐1α/CXCR7 axis in signaling transduction and the progression of various diseases have been widely characterized.^44^ Additionally, other possible receptors for free Ub cannot be excluded, which merits further investigation.

Through microarray‐based screening and bioinformatic analysis, the cytokine secretion‐related pathway was found to be enriched in free Ub treated mouse intestinal tissues post radiation. Increased serum FGF2 and activated FGFR1 were associated with free Ub treatment after radiation. FGF2, also known as basic FGF (bFGF), plays important roles in the regulation of cell division, angiogenesis, cell differentiation, migration, and cell survival under various physiological and pathological conditions by interacting with its receptors.^45^, ^46^ Specifically, FGF2 has been shown to cooperate with IL‐17 to accelerate proliferation and repair the damaged intestinal epithelium in a dextran sulfate sodium salt‐induced mouse colitis model.^47^ The FGF2 expression has been reported to be modulated by GHRH.^28^, ^29^ Nevertheless, the exact mechanism by which GHRH drives FGF2 has yet to be determined. FGF2 ligand binds the extracellular domain of FGFR1, which subsequently activates cytoplasmic tyrosine kinase domains by tyrosine autophosphorylation at multiple sites.^48^ FGF2 has been shown to mitigate radiation‐induced injuries alone or together with other treatment.^49^ FGF2‐induced downstream signaling mediated via FGFR1 has been shown to induce glioblastoma radioresistance through its downstream effector PLCγ,^36^ indicative a potential role of FGFR1 in modulating normal cell radiosensitivity. Herein, we show that free Ub promoted the phosphorylation of FGFR1 at Tyr653 and Tyr766, which is significant for its kinase activity and PLCγ interaction, respectively.^36^ We also showed that PLCγ1 phosphorylation was increased after free Ub treatment, which corresponded to FGFR1 Tyr766 phosphorylation. Of note, we are not ruling out the importance of other FGF2 receptors in contributing to FGF2‐mediated radioprotection. These results indicate that free Ub stimulated the downstream effectors of FGF2, which play a role in intestinal epithelium survival.

In conclusions, free Ub is a radiation‐responsive biomolecule that performs the radioprotective roles against radiation‐induced intestinal injury through the CXCR4/FGF2 axis (Figure 8G). However, further in‐depth investigations to elucidate the free Ub‐associated regulatory mechanisms in radiation‐induced intestinal injury are indispensable. First, the relationship between intracellular Ub levels and systemic Ub concentrations in context of radiation‐induced normal tissue injury is still unclear, which is worth further in‐depth mechanistic studies. Second, it remains unclear whether and how the exogenous free Ub may affect the expression and secretion of endogenous free Ub, which is an important issue for the development of free Ub as a novel radioprotective drug. And we are considering to carefully carry out the well‐designed pharmacological and pharmacodynamic studies in the following study. Third, the optimal dose and dosage of free Ub as a radioprotective drug have not been decided, which will be another research direction in the future. Nevertheless, the present study still provides a novel and promising therapeutic option for preventing the intestinal side effects of radiotherapy and treating victims of incidental radiation exposure.

## 4 MATERIALS AND METHODS

### 4.1 Reagents and materials

Free Ub, di‐Ub, and Ub mutants (K48 and K63) were purchased from R&D Systems (Minneapolis, MN) and Ubbiotech (Changchun, China). Recombinant FGF2 and SDF‐1α were obtained from PrimeGene Biotech (Shanghai, China). Lenvatinib (E7080) was obtained from MedChemExpress (MCE, Monmouth Junction, NJ). 4′‐6‐Diamidino‐2‐phenylindole (DAPI) and tamoxifen were purchased from Sigma–Aldrich (St. Louis, MO). Control adenovirus, an *IRF1* overexpression adenovirus (Ad‐IRF1), control lentivirus (Lenti‐NC), and lentiviruses targeting IRF1(Lenti‐IRF1) were obtained from HanBio (Shanghai, China).

### 4.2 Mice and irradiation

Protocols for experiments involving animals were approved by the Animal Experimentation Ethics Committee at Soochow University (Suzhou, China). Male C57BL/6J mice (8 weeks old, weighing 23–26 g) were purchased from Shanghai SLAC Laboratory Animal Co., Ltd. (Shanghai, China). The C57BL/6 *IRF1* knockout (*IRF* ^–/–^) mice were obtained from The Jackson Laboratory (stock number: 002762). Animals were housed under controlled conditions of 20°C–22°C and relative humidity of 50%, a fixed 12 h light/dark cycle, and ad libitum access to food and water. For TBI, mice were irradiated using a 6‐MV accelerator (Clinac 2100EX; Varian Medical Systems, Palo Alto, CA) at a fixed rate of 200 cGy/min. For abdominal irradiation, mice were anesthetized with an intraperitoneal (i.p.) injection of 3.5% chloral hydrate (0.1 ml/10 g body weight) and placed on a platform to receive 20 Gy abdominal irradiation at a fixed rate of 200 cGy/min. The irradiated field was from the xiphoid process to the pubic symphysis.

To obtain mice with *CXCR4* specifically knocked out in the intestine, we used Cre/loxP‐mediated recombination for conditional gene targeting. *CXCR4* flox mice were obtained from Jackson Laboratory (stock number 008767), which possess loxP sites on either side of exon 2 of the Cxcr4. To perform intestine‐specific knockout of *CXCR4*, we used *Vil1*‐cre mice expressing Cre recombinase *in villus* and crypt epithelial cells of the small and large intestines (stock number 021504). Cre expression was induced by tamoxifen. *Vil‐CXCR4* ^flox/flox^ and control mice (*CXCR4* ^flox/flox^) were treated daily with 0.1 ml of a 10 mg/ml tamoxifen ethanol corn oil solution for 5 consecutive days at 8 weeks of age. The genotypes of the mice were confirmed using PCR, following the Jackson Laboratory instructions.

To investigate the radioprotective role of free Ub, mice were randomly divided into two groups: (1) i.p. injection of 100‐μl volume PBS; (2) i.p. injection of free Ub in a 100‐μl volume PBS (3–10 mg free Ub /kg animal body weight). Mice were exposed to indicate doses of radiation 1 h after injection unless otherwise stated.

### 4.3 Intestinal organoid isolation and culture

The C57BL/6J mice were sacrificed, and the small intestines were dissected. Intestinal organoid was isolated according to the previous reported methods by Li et al.^50^ In brief, after gently washing with cold PBS, the intestines are cut into 1–2 mm long pieces and incubated with Gentle Cell Dissociation Reagent (Stem Cell Technologies, Vancouver, BC, Canada) at room temperature (15°C–25°C) for 15 min on a rocking. The suspension was filtered through a 70 μm cell strainer (BD Biosciences, San Diego, CA) to remove the residual villous material. The pelleted crypts were re‐suspended in complete IntestiCult™ Organoid Growth Medium (Stem Cell Technologies) at the density of 500 crypts per 50 μl. The cell suspension was then mixed with the organoid matrix (Organoid Tech., Chengdu, China) and seeded in pre‐warmed 12‐well plates. The organoids were incubated with Organoid Growth Medium containing 0, 0.5 and 1 μg/ml free Ub. 24 h later, the crypts were subjected to 10 Gy X‐ray radiation and cultured continuously at 37°C in 5% CO_2_. Images were taken on days 0, 6, and 12 of culture.

### 4.4 Cell cultures and irradiation

Rat jejunal crypt cell line IEC‐6 and HIEC line were purchased from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China) as reported previously.^51^, ^52^ The cells were placed in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% FBS (v/v; Gibco, Grand Island, NY) and 1% (v/v) penicillin–streptomycin (Beyotine, Nantong, China) at 37°C with 5% CO_2_. For IEC‐6 cells, 10 μg/ml recombinant human EGF (Gibco) and 10 μg/ml bovine insulin (Yeasen, Shanghai, China) were added. For ionizing irradiation, an X‐ray linear accelerator (RadSource, Suwanee, GA) at a fixed dose rate of 1.15 Gy/min was applied.

### 4.5 Luciferase assay

The IRF1‐responsive luciferase reporter was obtained from Qiagen. Luciferase reporters with wild‐type or IRF1 binding sites deleted *UbB* and *UbC* promoters were constructed by PPL Biotech (Nanjing, China) and confirmed by sequencing. Cells were transfected with reporter vectors using Fugene HD transfection reagent (Promega, Madison, WI). In each transfection, pRL‐TK (Promega) was used to correct for the transfection efficiency. The Luciferase activity was measured with the Dual‐Luciferase Reporter Assay System (Promega). The promoter activity was expressed as the ratio of *firefly* luciferase to *Renilla* luciferase activity.

### 4.6 Clonogenic survival assay

Clonogenic survival assay of intestinal cells was performed as reported previously.^52^ IEC‐6 and HIEC cells were pretreated with free Ub or its mutants for 24 h and then exposed to 0 or 2 Gy X‐ray radiation. After the irradiation, the cells were grown from 7–10 days to allow for colony formation and were subsequently fixed and stained using crystal violet. Colonies consisting of 50 or more cells were counted as a clone. Relative clonogenic survival fraction was calculated.

### 4.7 Cell viability assay

Cells were seeded in a 96‐well plate at a density of 1×10^4^ cells per well. Cells were then treated with indicated concentration of free Ub and/or radiation. In vitro viability was measured using the Cell Counting Kit‐8(CCK‐8) (Dojindo Laboratories, Kumamoto, Japan). Optical density was measured at 450 nm using a micro‐plate reader (Biotek, Winooski, VT).

### 4.8 Lactate dehydrogenase release assay

Cell death was measured by the amount of lactate dehydrogenase (LDH) released into the supernatant using an LDH cytotoxicity assay kit (Beyotime, Nantong, China) according to the manufacturer's instructions. The results were presented as mean ± SEM of absorbance measured at 490 nm using a microplate reader (Biotek, Winooski, VT).

### 4.9 Statistical analysis

Data from multiple experiments were displayed as mean ± SEM. Cell viability, LDH release, and survival fraction experiment data were displayed as mean ± SD. Multiple treatments were analyzed by one‐way ANOVA followed by Tukey's test multiple comparisons test. Student's *t*‐test was used for comparing two groups. Survival curves were assessed based on the Kaplan–Meier method and compared using the log‐rank test. Gene expression results were compared by paired Student's *t*‐test. Statistical analyses were performed using PRISM version 6.0 (Graph‐Pad Software, San Diego, CA). The differences were considered significant at *P* < 0.05.

Other methods are detailed in the Supporting information.

## CONFLICT OF INTEREST

The authors declare that they have no competing interests.

## AUTHOR CONTRIBUTIONS

Shuyu Zhang and Jianping Cao conceived and designed the study. Yang Jiao, Jing Xu, Ailing Wu, Bin Song, Fenghao Geng, Ying Xu, and Congzhao Zhao carried out the molecular biology studies. Wei Zhu, Shuyu Zhang, and Jianping Cao drafted the manuscript and the figures. Jing Xu, Lu Pan, Min Hong, and Xiaoqian Li performed the animal experiments. Judong Luo, Pengfei Liu , and Ming Li collected serum samples. Wei Zhu and Yang Jiao performed the statistical analysis. Xuanyu Meng performed molecular dynamics simulations. Yang Jiao, Jianping Cao, and Shuyu Zhang modified the manuscript. All authors read and approved the final manuscript.

## ETHICS STATEMENT

The study was conducted under a protocol approved by the Ethics Committee of Soochow University. All patients provided signed, informed consent for their blood to be used for scientific research.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The raw microarray data are accessible through Gene Expression Omnibus series accession number GSE133377. Other data are available with reasonable request.

# Supplementary material for: Interferon regulatory factor 1‐triggered free ubiquitin protects the intestines against radiation‐induced injury via CXCR4/FGF2 signaling
**Source:** MedComm (2020). 2022 Aug 26;3(3):e168. doi: 10.1002/mco2.168
**Supplement:** Supplementary file 1 — Supporting Information

# **IRF1-triggered free ubiquitin protects the intestines against radiation-induced injury via CXCR4/FGF2 signaling**

**Yang Jiao<sup>a,b</sup>, Jing Xu<sup>a,b</sup>, Bin Song<sup>c</sup>, Ailing Wu<sup>d</sup>, Lu Pan<sup>a,b</sup>, Ying Xu<sup>a,b</sup>, Fenghao Geng<sup>d</sup>,  
Xiaoqian Li<sup>e</sup>, Congzhao Zhao<sup>a,b</sup>, Min Hong<sup>a,b</sup>, Xuanyu Meng<sup>a,b</sup>, Judong Luo<sup>f</sup>, Pengfei  
Liu<sup>a</sup>, Ming Li<sup>a,b</sup>, Wei Zhu<sup>a,b</sup>, Jianping Cao<sup>a,b,\*</sup>, Shuyu Zhang<sup>c,d,e,f,g,\*</sup>**

## **Supplementary Materials and Methods**

### **Monkeys and serum samples**

The rhesus monkeys (*Macaca mulatta*) were housed at Beijing Institute of Radiation Medicine (Beijing, China). The serum of rhesus monkeys (n = 6) was received as gifts from Prof. Ming Li. The monkeys were exposed to 7 Gy  $\gamma$ -radiation at a dose rate 1.3 Gy/min using a  $^{60}\text{Co}$  source. Monkey serum was collected before and after radiation exposure. Housing, treatment and veterinary care for the monkeys used in the study were approved by the Animal Experimentation Ethics Committee at Beijing Institute of Radiation Medicine. The monkeys weighed between 4.0 and 6.5 kg and were aged ~5 years old. The monkeys were anesthetized by intravenous injection of 3% sodium pentobarbital (30 mg/kg). Body temperature was maintained at 37 °C. After radiation exposure, there was no pain and discomfort for the animals.

### **Patients and serum samples**

Serum samples of cancer patients were obtained from Changzhou Cancer Hospital affiliated to Soochow University (Changzhou, China) between June 2012 and March 2014 as reported previously. The samples were obtained from 11 esophageal cancer patients, 4 lung cancer patients and 5 rectal cancer patients. Venous blood was drawn from the 20 volunteers before radiotherapy, during radiotherapy (after 15 fractions of radiotherapy; 30 Gy), and 24 h after radiotherapy (60 Gy). All collected blood samples were stored at room temperature for 60 min. After centrifugation at  $3000 \times g$  for 10 min, supernatants were collected and immediately frozen at  $-80\text{ }^{\circ}\text{C}$  to preserve them until further use. All patients provided signed, informed consent for their blood to be used for scientific research. Ethical approval for this study was obtained from Changzhou Cancer Hospital Affiliated to

Soochow University. All experiments were performed in accordance with the relevant guidelines and regulations of Soochow University.

### **Immunofluorescence assay**

HIEC and IEC-6 cells were fixed with 4% paraformaldehyde, washed with PBS, and permeabilized with 1% Triton X-100 in PBS. Cells were blocked with blocking buffer (PBS, 1% Triton X-100, and 5% BSA) and incubated at 4°C with antibodies against IRF1 (Cell Signaling Technology, Beverly, MA; #8478S) overnight. FITC-conjugated goat anti-mouse (1:100) was added for 30 min at room temperature. Nuclei were counterstained with DAPI.

### **Blood cell count**

20 µL ocular blood was drawn from mice using a centrifuge tube with EDTA-2Na. Blood cell counts (leucocytes-WBC, erythrocytes-RBC, hemoglobin-HGB, and thrombocytes-PLT) were determined using a hemocounter (XE2100; Sysmex Co., Kobe, Japan).

### **Histology analysis and immunohistochemistry (IHC)**

Tissues were isolated at different time points after irradiation, fixed in 10% neutral formalin overnight, and embedded in paraffin; then, 3 µm-thick paraffin sections were stained with hematoxylin and eosin (H&E) or other staining reagents. Images of tissue sections were captured using an Olympus optical microscope (Olympus Corp., Tokyo, Japan).

For IHC analysis, 3 µm-thick paraffin sections were deparaffinized, rehydrated, and incubated with 3% hydrogen peroxide for 15 min at room temperature to block endogenous peroxidase. Heat-mediated antigen retrieval was performed in sodium citrate buffer (pH 6.0) for 3 min using a pressure cooker. For blocking non-specific-binding sites, the sections were incubated with 5% bovine serum albumin (BSA) for 30 min at room temperature. Then, the primary antibodies against Ki67 (Beyotime, Nantong, China), Akt (Abcam,

Cambridge, MA; #Ab8805), p-Akt (Cell Signaling Technology, Beverly, MA; #3787), CXCR4 (Abcam, Cambridge, MA; #Ab124824), GNRH (GeneTex, Irvine, CA, #GTX64650), p-FGFR1 (Tyr 653, Abcam, Cambridge, MA; #Ab173305) and p-FGFR1 (Tyr 766, Abcam, Cambridge, MA; #Ab59180) were each diluted following the manufacturer's instructions and added to the sections and incubated overnight at 4 °C. Next, secondary antibody dilution (Zhongshan Golden Bridge Biotechnology, Beijing, China) was added and incubated at 37 °C for 1 h. Finally, the chromogenic reaction was developed with DAB and counterstained with hematoxylin.

### **Enzyme-linked immunosorbent assay (ELISA)**

Free ubiquitin and FGF2 in serum or cell culture medium were measured using a commercial ELISA kit (Abnova, Taiwan, China). The protein concentration was calculated using a standard curve obtained from measuring the absorbance of known concentrations of highly purified recombinant proteins and expressed in pg/mL. Briefly, 0.5 mL of conditioned medium was centrifuged at 12000  $\times g$  for 10 min at 4 °C, and the supernatant was stored at -80 °C for 72 h. Thawed supernatant (100  $\mu$ L) was used in the ELISA kit according to the manufacturer's instructions. The optical absorbance of each sample was measured at 450 nm.

### **Quantification of cytokines in serum and tissues**

Serum and tissue Interleukin-1 $\beta$  (IL-1 $\beta$ ), IL-6, epidermal growth factor (EGF), endothelin-1, hepatocyte growth factor (HGF), G-CSF, fibroblast growth factors-2 (FGF2), VEGF-C, monocyte chemotactic protein 1 (MCP-1), and SDF-1 $\alpha$  levels were measured by a Luminex 200 protein liquid chip platform (Millipore, Billerica, MA) according to the manufacturer's instructions. A standard serial dilution was included in each assay to obtain a standard

curve from which the sample concentration of the cytokines could be calculated using the measured absorbance value.

### Reverse transcriptase-PCR (RT-PCR) and real-time PCR

Total RNA from mouse tissues was extracted with Trizol (Invitrogen, Carlsbad, CA) and reverse transcribed to cDNA using an oligo(dT)<sub>12</sub> primer and Superscript II (Invitrogen). The mRNA levels of target genes and internal standard *GAPDH* or  $\beta$ -*Actin* were measured by RT-PCR and real-time PCR in triplicate on a Prism 7500 real-time PCR machine (Applied Biosystems, Foster City, CA). The primers were listed in Supplementary Table 1.

**Supplementary Table 1. Primers for RT-PCR analysis**

| Gene           | Forward primer               | Reverse primer                  |
|----------------|------------------------------|---------------------------------|
| <b>Human</b>   | 5'-GGTGAGCTTGTGGT CCCTGT-    | 5'-TCCACCTCAAGGGTGATGGTC-3'     |
| <b>UbB</b>     | 3'                           |                                 |
| <b>Human</b>   | 5'-TGCACCTGGTACTCCGTC TCA-3' | 5'-CAGTGAGTGTCTTCACGAAGATTTG-3' |
| <b>UbC</b>     |                              |                                 |
| <b>Human</b>   | 5'-GCACCGTCAAGGCTGAGAAC-3'   | 5'-GGATCTCGCTCCTGGAAGATG-3'     |
| <b>GAPDH</b>   |                              |                                 |
| <b>Rat UbB</b> | 5'-TCTTCAGTCTGCATTCCCGG-3'   | 5'-CTAGAGTGCAGAGTAATGCCATCAG-3' |
| <b>Rat UbC</b> | 5'-ATCTAGAAAGAGCCCTTCTTGTGC- | 5'-ACACCTCCCCATCAAACCC-3'       |
|                | 3'                           |                                 |
| <b>Rat</b>     | 5'-GGCACAGTCAAGGCTGAGAATG-3' | 5'-ATGGTGGTGAAGACGCCAGTA -3'    |
| <b>GAPDH</b>   |                              |                                 |
| <b>Mouse</b>   | 5'-CGGTCTTTCTGTGAGGGTGT-3'   | 5'-TTCACGTTCTCGATGGTGTGTC-3'    |
| <b>UbB</b>     |                              |                                 |
| <b>Mouse</b>   | 5'- GGCATGCAGATCTTTGTGAA-3'  | 5'- TTCAAAGTGCAATGAACTTGT-3'    |
| <b>UbC</b>     |                              |                                 |

|                                       |                            |                             |
|---------------------------------------|----------------------------|-----------------------------|
| <b>Mouse</b><br><b><i>FKBP1</i></b>   | 5'-CCTTCCAGGCCTCAACATCA-3' | 5'-GGCTGATAGGTGAGGTCTCC-3'  |
| <b>Mouse</b><br><b><i>IFT81</i></b>   | 5'-GAACTTCTGAAGCAGCGTCA-3' | 5'-ACATGTCATCCAGGGTCCG-3'   |
| <b>Mouse</b><br><b><i>PDE7A</i></b>   | 5'-TGGCCTTGAAATGTGCTGAT-3' | 5'-TGACACATGGAAAGCTTGCT-3'  |
| <b>Mouse</b><br><b><i>SLC181</i></b>  | 5'-TGGGAGTGTCTATGCCATCG-3' | 5'-CTCCTCCTCCTTAGCTGGTG-3'  |
| <b>Mouse</b><br><b><i>VGLL1</i></b>   | 5'-TCCTGCTCAGTTTCCTACCA-3' | 5'-ACCATTTTCAGGAGATGCTGC-3' |
| <b>Mouse</b><br><b><i>Dusp2</i></b>   | 5'-GGAGATAAGTGCCTGGTTCC-3' | 5'-GACTCCCCGACGTTGCTTAA-3'  |
| <b>Mouse</b><br><b><i>β-Actin</i></b> | 5'-TGCTGTCCCTGTATGCCT-3'   | 5'-TTGATGTCACGCACGATTTC-3'  |

---

### **BrdU incorporation assay**

The cell proliferation rate was determined by the uptake of 5-bromo-2'deoxyuridine-5'monophosphate (BrdU) into DNA. Cells in the logarithmic growth phase were trypsinized and transferred to chamber slides. Cells were treated with ZnCl<sub>2</sub> for 30 min. After 24 h, the cells were labeled with 10 μM BrdU (Sigma-Aldrich, St. Louis, MO) for 1 h. Then, the cells were fixed and permeabilized with 0.5% Triton X-100 and 0.1% citric acid. The cells were blocked in 5% bovine serum albumin (BSA), and immunofluorescence was performed as previously described [1] by incubating samples with anti-BrdU antibody (Abcam, Cambridge, MA) for 12 h at 4 °C. The cells were then washed with cold PBS and incubated with TRITC conjugated goat anti-rabbit IgG (Beyotime, Nantong, China) for 45 min at 37 °C. The cells were counter-stained with DAPI to demarcate nuclei and observed under a

fluorescence microscope (Olympus, Tokyo, Japan).

### **Microarray analysis and bioinformatic analysis**

Microarray-based mRNA expression profiling was performed using the Illumina MouseWG-6\_v2 software according to standard protocols (Illumina, San Diego, CA). 

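Every array has the same median log2 signal (2.551), upper quartile (5.317) and highest value (14.487), as between-array normalization leaves them. The lower quartile is each array's floor value, between 0 and 0.006. The highest value sets the log base, since as log2 it lies within the range of a 16-bit scanner. On each array 14562 to 15253 probes, 32.2 to 33.7%, share its lowest value, which lies between 0 and 0.006. Of all probes 5608 are at this floor on all 6 arrays, 18324 on 1 to 5 and 21349 on none. A value at the floor is read here as not above background, and no detection call is made from it.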

Raw data were processed and cubic-spline normalized using the GenomeStudio software (Illumina). The microarrays contained approximately 45,200 assay probes corresponding to the annotated mouse mRNA sequences. 

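The table of normalized values holds 45281 probes. Of these, 34885 carry 1 gene symbol, 18 several and 10378 none. Most symbols (34807 probes) are in the mouse RefSeq gene table, and 78 more were kept as the annotation gives them. Nell2, shown in Fig. 7D, and Mki67 have no probe under their symbol.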

Total RNA labeling and hybridization were performed in standard conditions according to manufacturer instructions. 

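The spread between mice of 1 group depends on a probe's brightness. The median within-group SD was 1.27 for the 6545 probes with a mean log2 signal of 1 to 2, 1.08 for the 4694 at 2 to 3, 0.59 at 3 to 4, 0.23 at 6 to 8 and 0.16 above 10. A fold change of 2 is a difference of 1 on this scale, less than the SD of probes at 1 to 3 and several times that of the bright ones.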

To identify differentially expressed genes, Fold Change (FC) filtering was performed with  $FC > 2.0$  and  $P \text{ value} < 0.05$  as the cut-off. 

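The range of correlations between intestines of different groups takes in that within each group. Pearson's r across probes was 0.931 to 0.943 within PBS (mean 0.936), 0.941 to 0.944 within free Ub (mean 0.943) and 0.926 to 0.945 between the groups (mean 0.939). Probes are not independent replicates, and the r values are given as a description without a test.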

Hierarchical Clustering was performed to show distinguishable gene expression profiling among samples. Gene Set Enrichment Analysis (GSEA) [2] was applied to explore the specific gene module and regulatory network related to free ubiquitin-induced radioprotection in mouse intestine. 

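GSEA on 19057 genes ranked by signal-to-noise, with 10000 permuted gene sets in fgsea, was added after the data were seen. The PI3K-Akt list had a normalized enrichment score of -0.92 (permutation p = 0.661) and the cytokine secretion list -1.44 (permutation p = 0.052, adjusted p = 0.104 over the 2 lists), both toward PBS. Gene permutation treats genes as independent, and 3 samples per group are too few to permute the samples in its place.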

The microarray analysis and bioinformatic analysis were carried out at Genenergy Biotech (Shanghai, China). The raw microarray data are accessible through Gene Expression Omnibus series accession number GSE133377.

### **Western blotting assay**

Cells were lysed in RIPA buffer (150 mM NaCl, 100 mM Tris, pH 8.0, 1% Triton X-100, 5 mM EDTA, and 10 mM NaF) supplemented with 1 mM sodium vanadate, 2  $\mu$ M leupeptin, 1 mM phenylmethylsulfonyl fluoride, 1 mM dithiothreitol, and 2  $\mu$ M pepstatin A. After centrifugation at 4 °C for 10 min (12000  $\times$  g), the supernatant was collected and analyzed with western blotting. Nuclear proteins were extracted using the nuclear protein isolation kit (Beyotime, Nantong, China); 30  $\mu$ g protein was fractionated by 10% SDS-PAGE and

electrophoretically transferred to polyvinylidene difluoride membranes (Millipore, Bedford, MA). After blocking with 5% nonfat milk in PBS-Tween-20 for 1 h at room temperature, the membranes were blotted with antibodies against ubiquitin (Santa Cruz Biotechnology, Santa Cruz, CA; #sc-16655), Akt (Abcam, Cambridge, MA; #Ab8805), p-Akt (Cell Signaling Technology, Beverly, MA; #3787), p-FGFR1 (Tyr 653, Abcam, Cambridge, MA; #Ab173305), p-FGFR1 (Tyr 766, Abcam, Cambridge, MA; #Ab59180), PLC $\gamma$ 1 (Cell Signaling Technology, Beverly, MA; #2822) and p-PLC $\gamma$ 1 (Tyr 783, Cell Signaling Technology, Beverly, MA; #2821). Cell apoptosis/necrosis antibody sample kit with apoptosis and necrosis related antibodies were obtained from Cell Signaling Technology (Beverly, MA; #9257T). Cell pyroptosis antibody sample kit with pyroptosis related antibodies were obtained from Cell Signaling Technology (Beverly, MA; #43811T). GAPDH (Beyotime, Nantong, China) and Lamin B1 (Proteintech, Rosemont, IL, 66095-1-Ig) were used as a loading control. After washing 4 times with TBST, the membranes were incubated with a horseradish peroxidase (HRP)-conjugated anti-rabbit or anti-mouse secondary antibody (Santa Cruz Technology, Santa Cruz, CA) for 2 h. Protein bands were visualized and photographed using a FluroChem M imaging system (Proteinsimple, San Jose, CA).

### **Nude mice xenografts**

Male BALB/C nude mice (6-8 weeks of age) were purchased from the Shanghai SLAC Laboratory Animal Co., Ltd. (Shanghai, China). Mice were maintained in a pressurized ventilated cage according to institutional regulations. The hind limbs of nude mice were grafted with HCT8 cells ( $1 \times 10^6$ ) in 100  $\mu$ L of PBS via a subcutaneous injection. Mice were randomly divided into 4 groups ( $n = 8$ ) and received one of the following treatments: (1)

intraperitoneal injection of normal saline on day 15; (2) intraperitoneal injection of free Ub (3 mg/kg in 100  $\mu$ L PBS) on day 15; (3) radiation group (IR) with 10 Gy X-ray irradiation on day 15; (4) radiation plus free Ub group: intraperitoneal injection of free Ub (3 mg/kg in 100  $\mu$ L PBS) followed by 10 Gy X-ray irradiation on day 15. The body weight and tumor volume of nude mice were measured at 2-day intervals for four weeks. On day 30, the animals were sacrificed and tumors were resected. Protocols for experiments involving animals were approved by the Animal Experimentation Ethics Committee at Soochow University.

### **Molecular dynamics simulations**

Single point mutants K48R and K63R were introduced on the wildtype (wt) crystal structure of ubiquitin (PDB:2PE9) by using Modeler v9.5 [3], respectively. Three simulation systems were setup: wt, K48R and K63R. For each system, protein was solvated in 0.15 M NaCl. The TIP3 water model was used [4]. GROMACS v4.6.5 [5] was used to conduct the simulation with the CHARMM36 force field [6,7]. Long range electrostatics were calculated using the particle mesh Ewald (PME) method [8] with a 12 Å cut-off. Van der Waal interactions were modeled using Lennard-Jones 6–12 potentials with a 14 Å cut-off. All production runs were performed with the NPT ensemble, with a constant temperature at 300 K using the v-rescale thermostats [9], and a constant isotropic pressure at 1 bar using the Berendsen barostats [10]. All bonds were constrained with the LINCS algorithm [11]. The time step was set to 2 fs and the neighboring list was updated at every 10 time steps. Prior to production runs, energy minimization of 3000 steps with steepest descent method were carried out on each system followed by a 0.1 ns equilibration process in which position restrain was applied to the backbone of the protein. Production runs with lengths of 20 ns were conducted and coordinates were saved every 10 ps for analysis. VMD [12]

and Chimera [13] programs were used for visualization.

## References

- [1] Gu Q, He Y, Ji J, Yao Y, Shen W, Luo J, et al. Hypoxia-inducible factor 1alpha (HIF-1alpha) and reactive oxygen species (ROS) mediates radiation-induced invasiveness through the SDF-1alpha/CXCR4 pathway in non-small cell lung carcinoma cells. *Oncotarget* 2015;6:10893-907.
- [2] Keller A, Backes C, Gerasch A, Kaufmann M, Kohlbacher O, Meese E, et al. A novel algorithm for detecting differentially regulated paths based on gene set enrichment analysis. *Bioinformatics* 2009;25:2787-94.
- [3] Sali A, Potterton L, Yuan F, van Vlijmen H, Karplus M. Evaluation of comparative protein modeling by MODELLER. *Proteins*. 1995;23(3):318-26.
- [4] Jorgensen WL, Chandrasekhar J, Madura JD, Impey RW, Klein ML. Comparison of simple potential functions for simulating liquid water. *J Chem Phys*. 1983;79:926-35.
- [5] Hess B, Kutzner C, van der Spoel D, Lindahl E. GROMACS 4: Algorithms for highly efficient, load-balanced, and scalable molecular simulation. *Journal of Chemical Theory and Computation*. 2008;4(3):435-47.
- [6] Klauda JB, Venable RM, Freites JA, O'Connor JW, Tobias DJ, Mondragon-Ramirez C, Vorobyov I, MacKerell Jr AD, Pastor RW. Update of the CHARMM all-atom additive force field for lipids: validation on six lipid types. *The journal of physical chemistry B*. 2010;114(23):7830-43.
- [7] Best RB, Zhu X, Shim J, Lopes PE, Mittal J, Feig M, MacKerell Jr AD. Optimization of the additive CHARMM all-atom protein force field targeting improved sampling of the

backbone  $\phi$ ,  $\psi$  and side-chain  $\chi_1$  and  $\chi_2$  dihedral angles. Journal of chemical theory and computation. 2012;8(9):3257-73.

[8] Darden TA, York DM, Pedersen LG. Particle mesh Ewald: An NlogN method for Ewald sums in large systems. J Chem Phys. 1993;98:10089-92.

[9] Bussi G, Donadio D, Parrinello M. Canonical sampling through velocity rescaling. The Journal of Chemical Physics. 2007;126(1):014101.

[10] Berendsen HJC, Postma JPM, Vangunsteren WF, Dinola A, Haak JR. Molecular-Dynamics with Coupling to an External Bath. Journal of Chemical Physics. 1984;81(8):3684-90.

[11] Hess B, Bekker H, Berendsen HJC, Fraaije JGEM. LINCS: A linear constraint solver for molecular simulations. Journal of Computational Chemistry. 1997;18(12):1463-72.

[12] Humphrey W, Dalke A, Schulten K. VMD: Visual molecular dynamics. Journal of Molecular Graphics. 1996;14(1):33-&.

[13] Pettersen EF, Goddard TD, Huang CC, Couch GS, Greenblatt DM, Meng EC, Ferrin TE. UCSF Chimera—A visualization system for exploratory research and analysis. Journal of Computational Chemistry. 2004;25(13):1605-12.

## Supplementary figures and figure legends

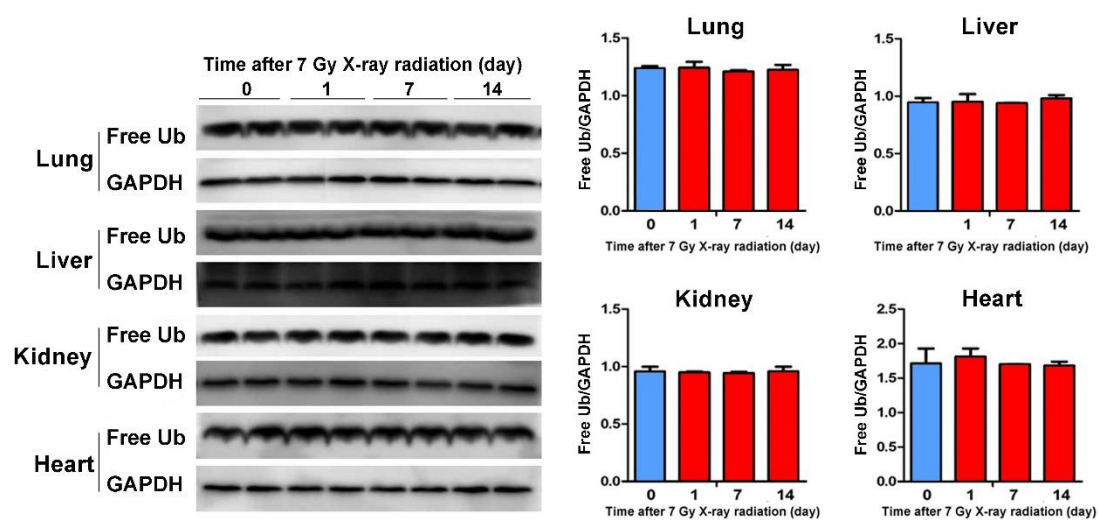

**Figure S1.** Western blotting analyses of ubiquitin expression in lung, heart, kidney, and liver tissues after radiation. Relative ubiquitin protein levels were calculated by Image J software. Data are presented as mean  $\pm$  SEM.

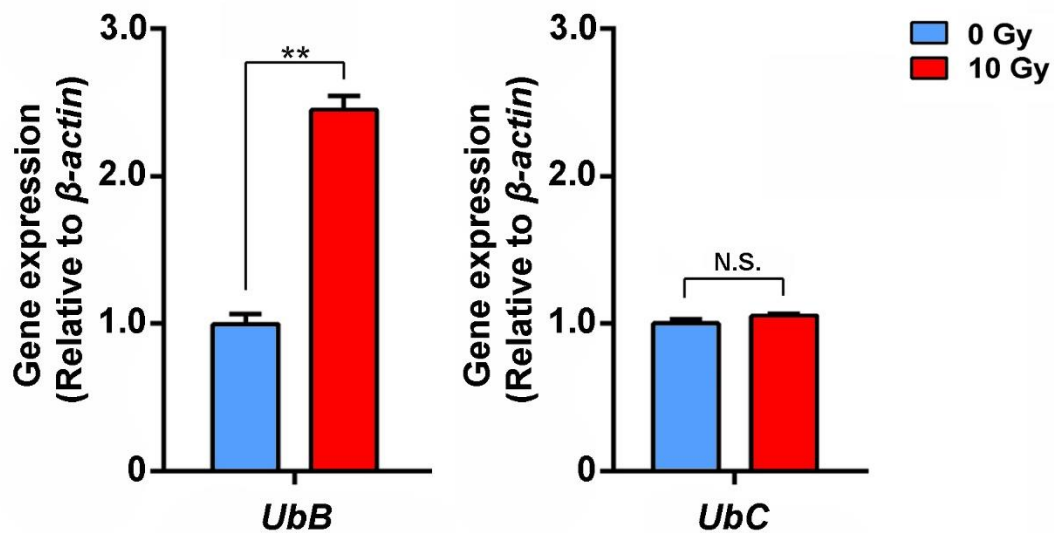

**Figure S2.** Real-time PCR analyses of the mRNA levels of ubiquitin coding genes *UbB* and *UbC* with or without radiation in mouse intestine tissues. Tissues were collected 24 h after radiation. Data are presented as mean  $\pm$  SEM. \*\*  $P < 0.01$  compared with the control group; N.S., non-significant.

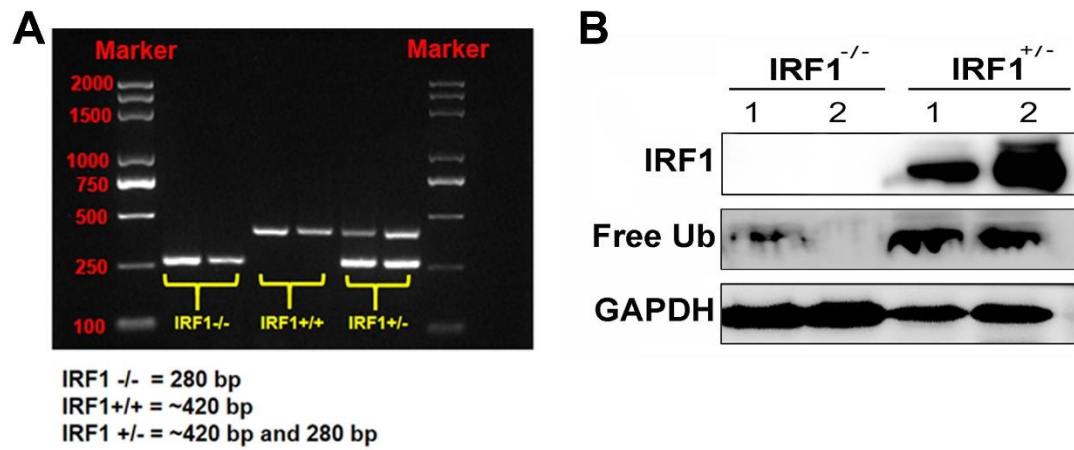

**Figure S3.** (A) PCR analysis of the genotypes of *IRF1* wild-type, heterozygous and deficient mice. (B) Western blotting analysis of free Ub expression in intestines of *IRF1* heterozygous and deficient mice.

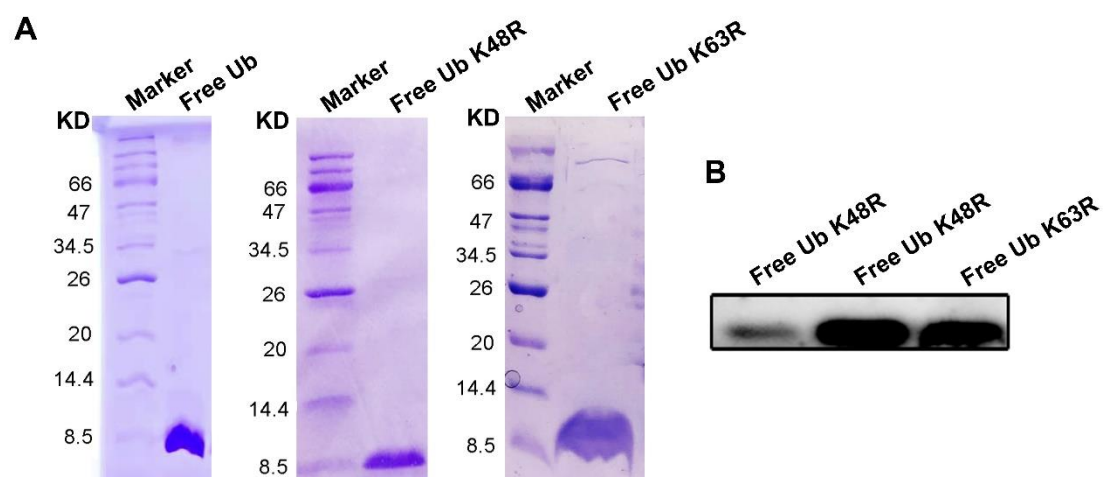

**Figure S4.** (A) Purified recombinant free ubiquitin and its mutants (K48R and K63R) were stained with Coomassie staining. The Coomassie staining was performed by Ubbiotech (Changchun, China). (B) Recombinant free ubiquitin and its mutants (K48R and K63R) were verified by Western blotting.

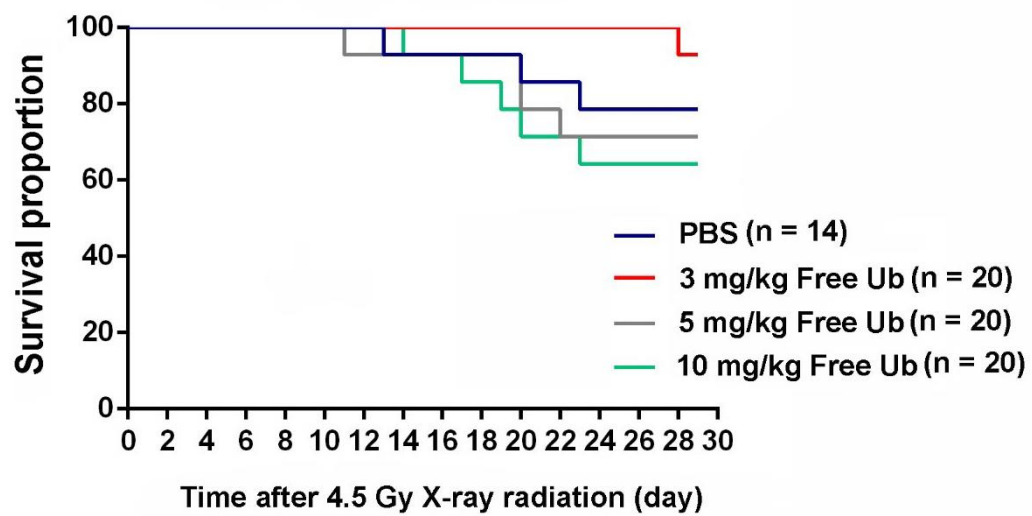

**Figure S5.** Kaplan-Meier survival analyses of C57BL/6J mice after 7 Gy TBI treated with PBS or indicated dose of free ubiquitin (Ub).

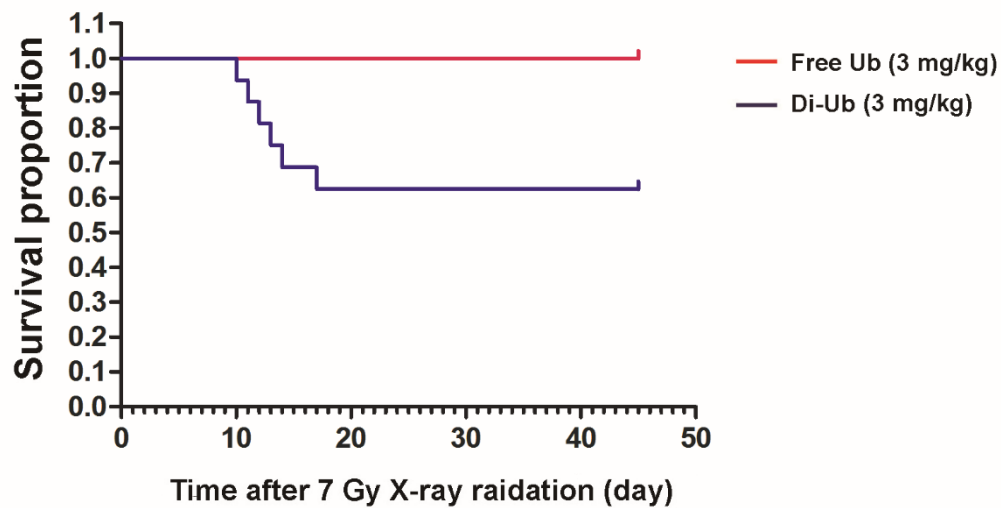

**Figure S6.** Kaplan-Meier survival curve of mice after 7 Gy TBI treated with free ubiquitin (Ub) or di-ubiquitin (Di-Ub). C57BL/6J mice were randomly divided into two groups (n = 20 for each group): 1) i.p. injection of free ubiquitin in a 100- $\mu$ L volume PBS (3-10 mg free ubiquitin/kg animal body weight); 2) i.p. injection of Di-Ub in a 100- $\mu$ L volume PBS (3-10 mg Di-Ub/kg animal body weight). Mice were exposed to 7 Gy X-ray radiation one hour after injection.

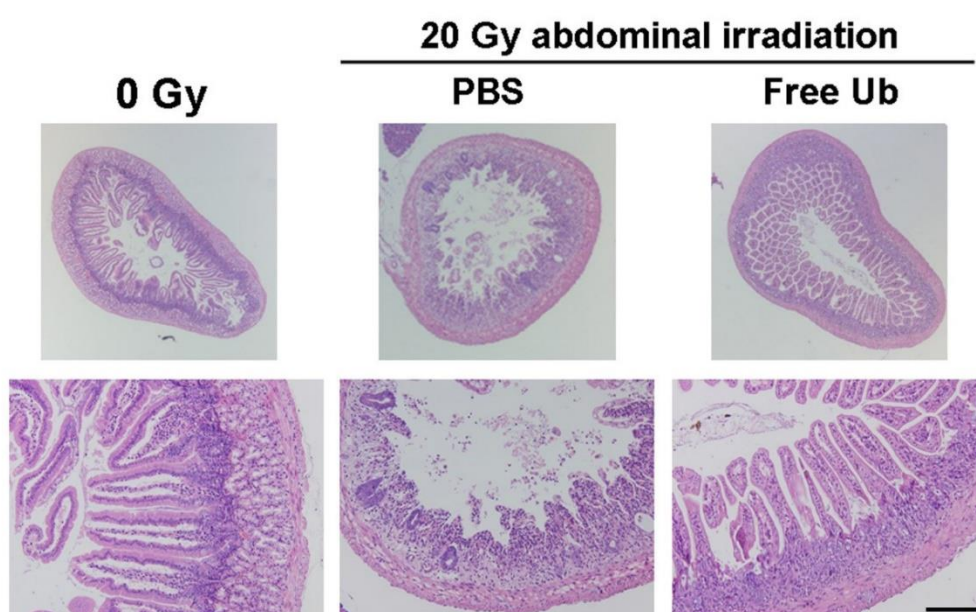

**Figure S7.** Representative H&E-stained sections of the small intestines. Mice were i.p. injected with PBS or free ubiquitin (Ub). Then, mice were exposed to 0 or 20 Gy abdominal irradiation. Small intestines from mice were harvested for pathological examination 3.5 days post radiation. Bar = 100  $\mu$ m.

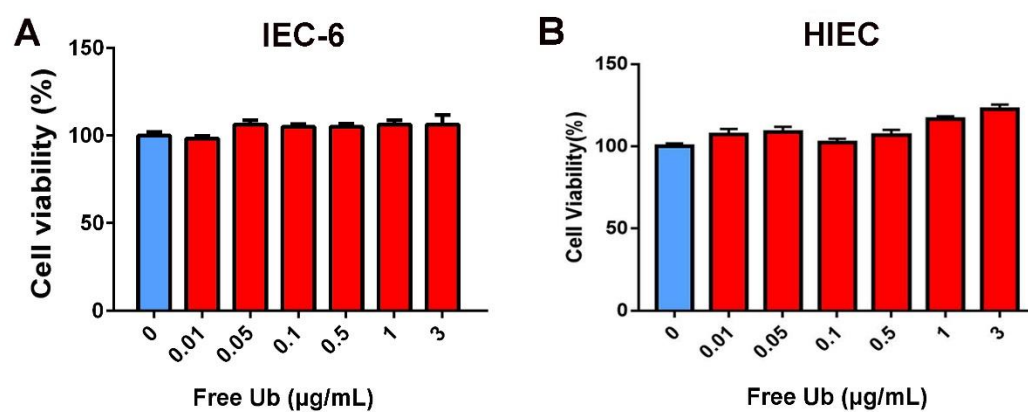

**Figure S8.** (A) IEC-6 and (B) HIEC cells were pretreated with indicated concentration of free ubiquitin. Cell viability was measured 72 h later by CCK-8 based assay.

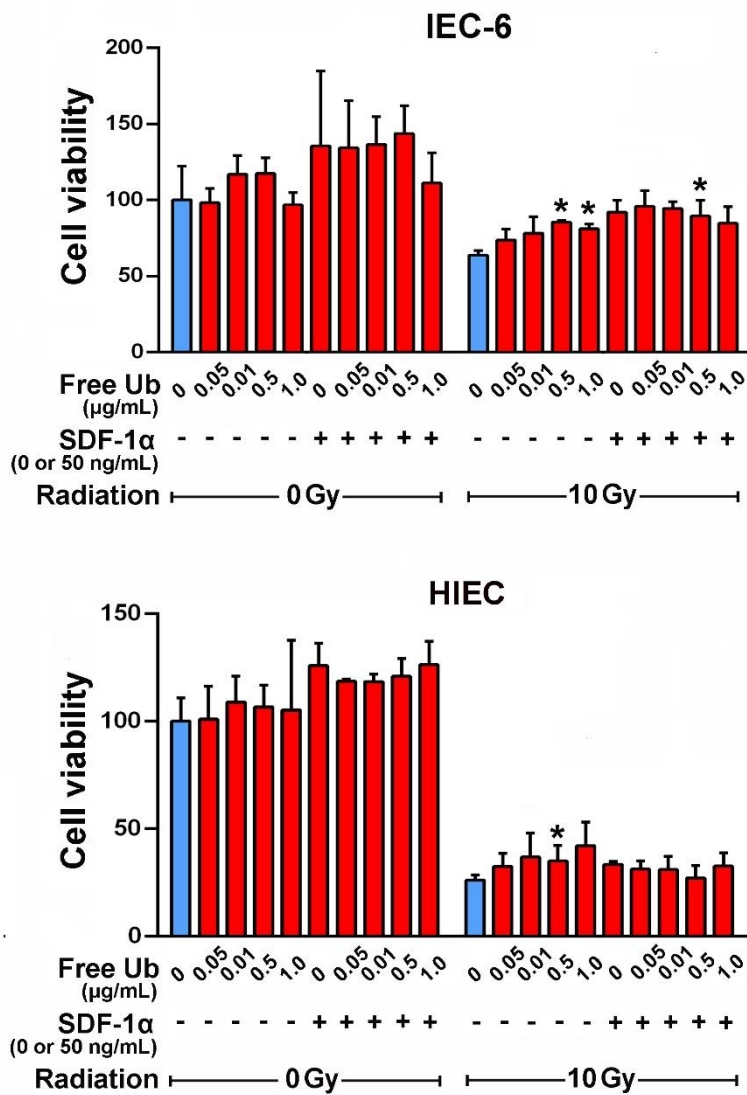

**Figure S9.** The effect of free Ub plus SDF-1α on the cell viability of IEC-6 and HIEC cells.

Cells were pretreated with various concentration of SDF-1α or/and free Ub (0.5 μg/mL) for 8 h, followed by 10 Gy radiation. Cell viability was measured 72 h after radiation by CCK-8 based assay. \* $P < 0.05$ ; \*\*  $P < 0.01$  compared with the control group.

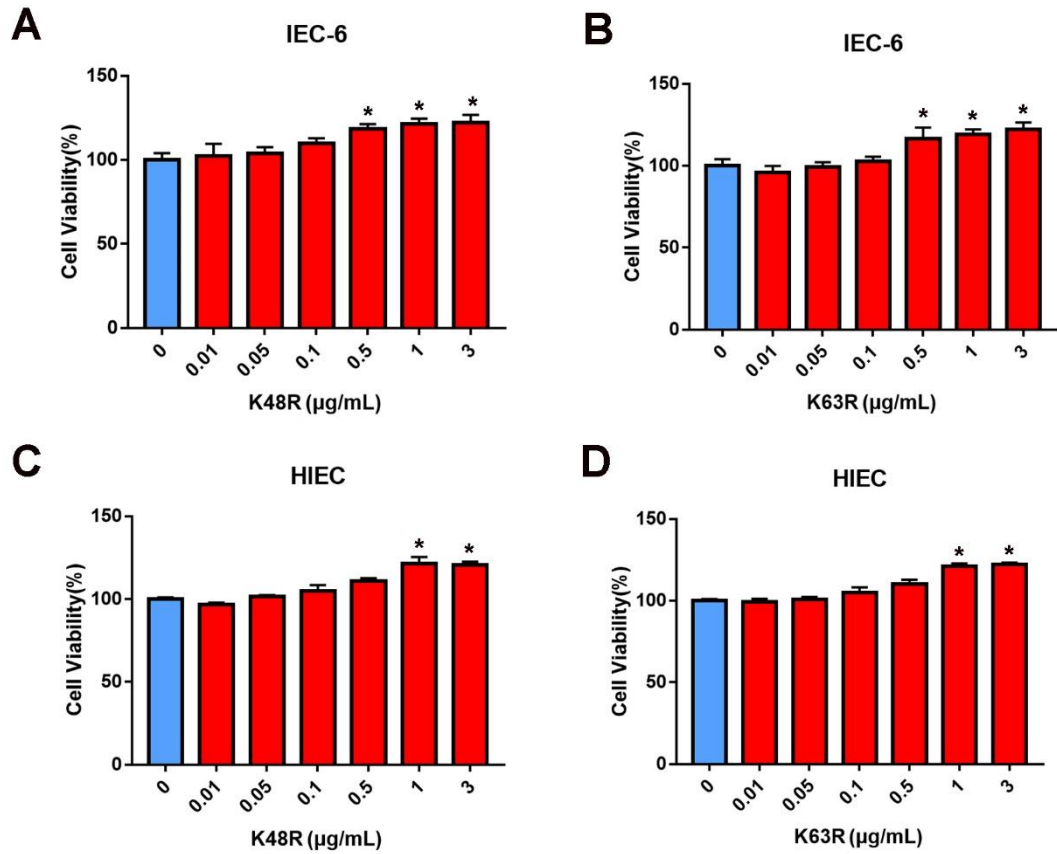

**Figure S10.** (A)-(D) IEC-6 and HIEC cells were pretreated with indicated concentration of free ubiquitin mutants (K48R or K63R). Cell viability was measured 72 h after 10 Gy radiation by CCK-8 based assay. \* $P < 0.05$  compared with the control group.

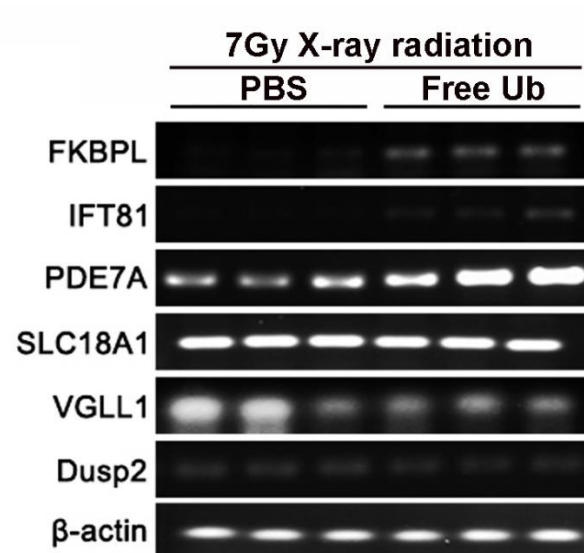

**Figure S11.** Mice were i.p. treated with PBS or free ubiquitin (UB) after 7 Gy radiation (n = 3). The expression of the seven genes of mouse intestines were analyzed by RT-PCR.

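The array probes of these genes differ in brightness: 4 of the 6 probes past the study's threshold, those of Fkbpl, Pde7a, Slc18a1 and Vgll1, have 1 group wholly at the floor. On the brightest probe 1 gene is higher with free Ub (Fkbpl, by 0.53) and 5 are lower (Ift81 by 0.19, Pde7a by 0.35, Dusp2 by 1.00, and Slc18a1 and Vgll1). The figure shows 6 genes and β-actin, where the legend counts 7.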

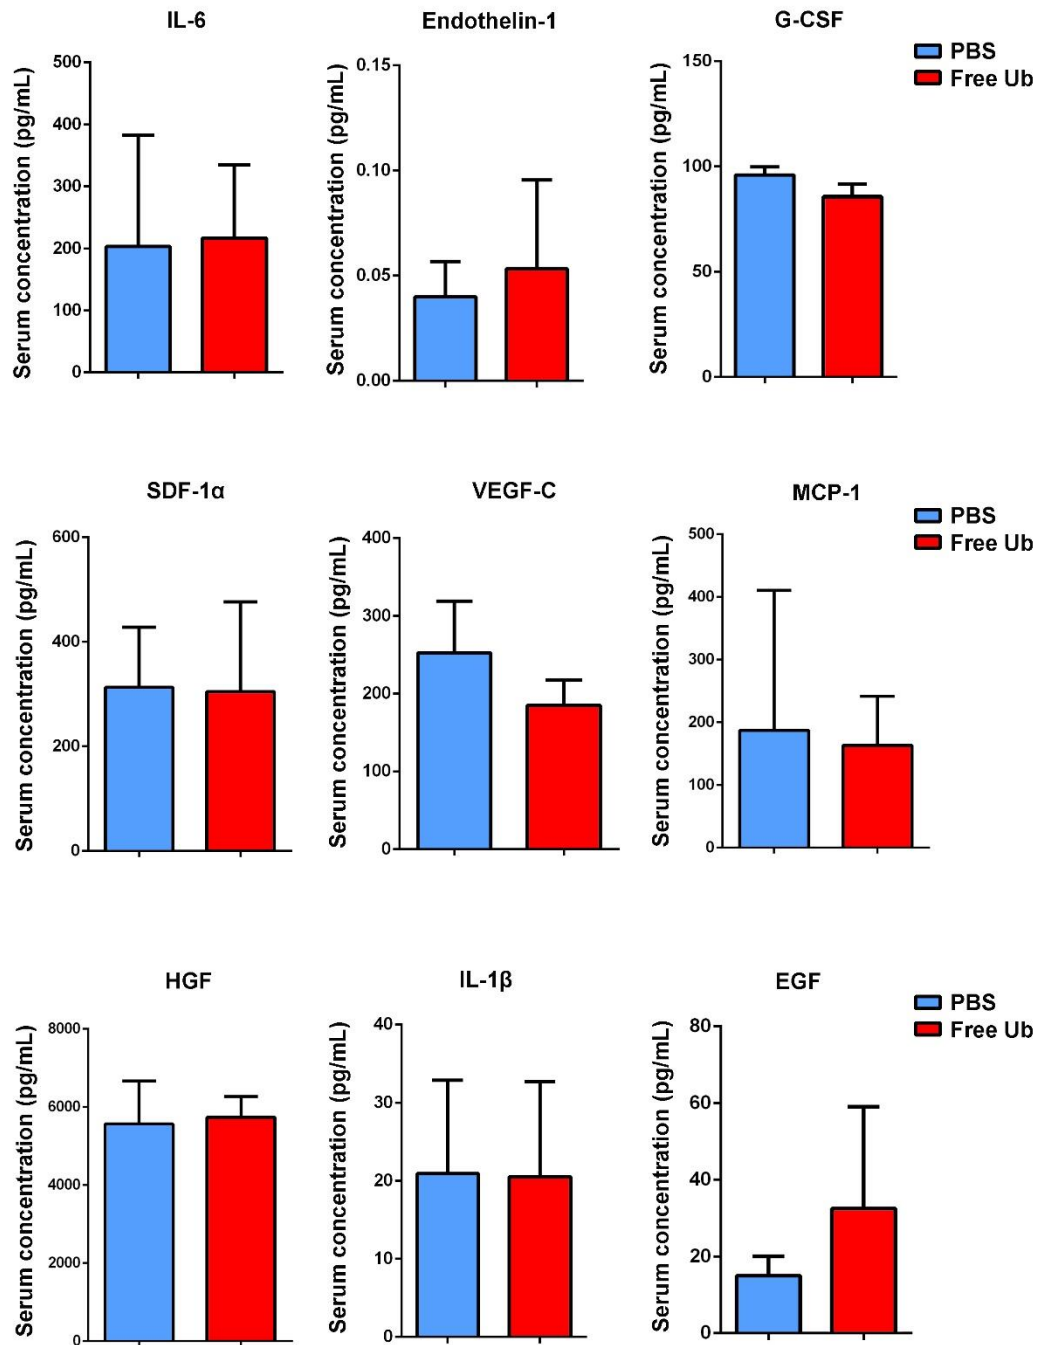

**Figure S12.** Mice were i.p. treated with PBS or free ubiquitin (Ub) before 7 Gy radiation.

Serum concentration of the nine cytokines in mice was measured 5 days after radiation.

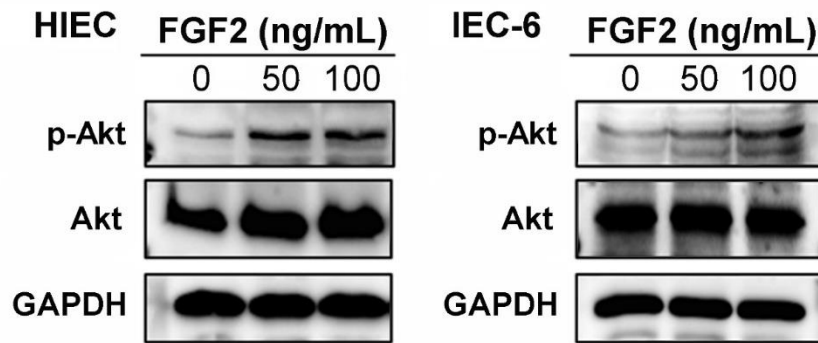

**Figure S13.** FGF2 promoted Akt phosphorylation. HIEC or IEC-6 cells were mock treated or treated with 50 and 100 ng/mL FGF2 for 20 min. Akt and p-Akt was analyzed by Western blotting.

How the deposited data were processed for this re-analysis (not part of the article)

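The arrays are Illumina MouseWG-6 v2 BeadChips of intestinal RNA from 6 mice irradiated with 7 Gy, 3 given PBS and 3 given free Ub, 1 array per mouse with no pooling. Sources differ on the experiment. The legend of Fig. 7 gives 12 h after radiation and the sample labels 3.5 days. The methods give mice of 8 weeks and the labels 4 weeks. The methods describe injection before radiation, with 3 to 10 mg/kg free Ub, and the labels and the legend of Fig. S11 injection after it. Samples were grouped by their labels, which name the treatment of each, and no comparison uses the time, age or order.

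The authors processed the raw signals in GenomeStudio (version not stated) with cubic-spline normalization, and the deposited values are read as log2: no source states the log transform, and the base was taken from the highest value. The equal median, upper quartile and highest value of the 6 columns show normalization between arrays. The background handling and the floor near 0 are not described. No further normalization was applied for the reported values. A value within 0.01 of its array's lowest counts as at the floor. The table gives no detection p-values, so no gene is called present or absent, and the brightness of a probe sets the precision: the SD within groups falls from above 1 log2 at a mean of 0.5 to 3 to under 0.25 at a mean above 6.

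Each of 45281 probes was tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, free Ub minus PBS, no covariate, moderated test, two-sided), with Benjamini-Hochberg adjustment over all probes and an adjusted p under 0.05 as the threshold. The study's own threshold, a fold change above 2 and an unadjusted p under 0.05, was counted beside it. For gene lists each gene was measured by its probe with the highest mean over the 6 samples (19057 genes), and 32 lists were tested with camera (preset correlation of 0.01, two-sided, Benjamini-Hochberg over the lists): the PI3K-Akt pathway and its core kinases, cytokine secretion, serum cytokines, FGF and growth hormone genes, radiation responses, and markers of intestinal cell types and signaling. Counts of list members come from limma on these genes, and members at the floor on all 6 arrays are counted as neither higher nor lower. A list passing with a preset correlation is given with its p under a correlation estimated from the samples. Camera was used for lists; GSEA with fgsea 1.28.0 (10000 permutations, signal-to-noise, SD sum of at least 0.2) was added for 2 lists. Single genes the paper names were also tested by exact permutation where stated; 3 against 3 has a smallest p of 0.1.

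The genes named in the text follow a rule: genes the paper names or shows as measured by the arrays; the up to 12 largest rises and 12 largest falls among probes with 1 symbol, a fold change above 2, an unadjusted p under 0.05 (an adjusted p under 0.05 where at least 12 probes in a direction pass it), groups that do not overlap and a mean of the higher group above the median of probe means (2.086); and up to 4 members of each list with the smallest p. In the rising direction 13 probes pass an adjusted p, which leaves 5 genes and passes over larger rises at an unadjusted p; the falling direction is ranked at an unadjusted p. A gene with several probes is named by its brightest probe, and where another probe gave the call the text says so. The lists, the rule, the tests and most alternatives were fixed before the data were examined.

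The alternatives were quantile normalization, median centring, floors of 4 and 6 log2, and only probes above the median of probe means. Others were a block on the replicate number with limma and with a paired Student's t-test, and an unpaired Student's t-test. The methods name Student's t-test in general and its paired form for gene expression. Further ones were an intensity trend with robust variances, array weights and leaving out each sample. For lists, camera with an estimated correlation and the mean of a gene's probes were used. Added after the data were seen were the restriction to probes above the floor on all 6 arrays, GSEA, and fits that keep the probes a floor or quantile normalization makes constant. The 10 splits of the 6 samples into 3 and 3 were fitted in the same way.

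The procedure was tested on simulated data with means, spreads and floors taken from the arrays. Simulated tables without a changed probe gave 0 to 5 adjusted calls where other splits of the data gave 7 to 35. The simulation therefore does not reproduce all features of the values near the floor. Of changed probes with a mean above 6, a difference of 1 log2 passed an adjusted p under 0.05 in 14% and the study's threshold in 58%, and a difference of 2 in 80% and 100%; for means of 2 to 4 a difference of 2 passed in 4% and 68%. Among the probes that passed an adjusted p, 23 of 120 in the simulation with bright changed probes and 9 of 17 in that with dim ones had not been changed, more than the nominal 5%. Of these false calls 13 of 23 and 8 of 9 had a value at the floor, so the excess is not confined to floor values. In the simulated list test the shifted list passed and 0 of 31 random lists did. Correlation between genes is not among the properties stated to be taken from the data. The test therefore does not give the rate of false list calls on the real arrays, where other splits called 1 to 7 lists. The GHRH stain, the RT-PCR bands, the serum cytokines and the other experiments of the paper are not array data and were not analysed. Some items are not reported here.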

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

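The tests of values near the floor, the comparison with T and NK cell markers, the simulated tables and the counts of probes in other splits were chosen after the results were seen; the other tests were set before.

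Interferon response genes, which the paper does not report from the arrays, were lower with free Ub (adjusted p = 1.34e-05; with an estimated correlation p = 0.0275, adjusted p = 0.881). Irf1, a member that the paper studies in other experiments, differed by 0.10. The tables argue against 1 sample alone, since the adjusted p is at most 0.00503 without any of the 6 samples, and against values near the floor, since it is 5.03e-09 with values under 4 raised to 4. The sample medians over 30 members with a mean above 4 were 0.37, 0.16 and 0.07 with PBS and -0.11, -0.21 and -0.13 with free Ub. Fewer T and NK cells with free Ub may contribute and cannot be told apart from lower expression per cell: among members with a mean above 6 the medians were -0.371 for 24 interferon response genes and -0.152 for 10 T and NK cell markers, a difference of -0.219 (permutation p = 0.0336). That meets the bound set for excluding fewer cells, but the medians over all measured members lie closer (-0.352 and -0.267), and the permutation treats genes as independent while the interferon genes vary together (estimated correlation 0.056), so it is not taken to exclude them. An effect of free Ub on the response to radiation stays open and was not tested. The 10 splits of the samples are a permutation too small for a share under 0.05 (camera, real p = 4.2e-07, lowest of the others 0.00344).

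Markers of 3 cell types outside the genes the paper discusses also passed as groups: endothelial markers lower (adjusted p = 0.0115), T and NK cell markers lower (0.0197) and intestinal stem cell markers higher (0.0318). With an estimated correlation none of the 3 passed (p = 0.205, 0.0932 and 0.33, adjusted p = 0.893 for each). The stem cell direction came from 2 of the 3 free Ub samples: over 12 members with a mean above 4 the medians were -0.23, -0.22 and 0.07 with PBS and -0.52, 0.33 and 0.34 with free Ub. Endothelial medians over 15 members were 0.10, 0.08 and 0.31 with PBS and -0.40, -0.12 and 0.07 with free Ub. Of the 32 lists 4 passed. At least 4 passed in 6 of the 10 splits, the real one included, and 7 at most. The splits are too few for a share under 0.05. No explanation was tested for these 3 lists.

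The probes past the study's threshold lie mostly near the floor. With values under 4 raised to 4, 1.17% of the 1115 probes still pass, so values near the floor are a candidate explanation for most of the count; the test is partly fixed in advance, since 1093 of the probes have a mean under 4. In 20 simulated tables with no changed probe, 973 to 1105 probes passed that threshold and 0 to 5 an adjusted p under 0.05, against 1115 and 24 in the data. With values under 4 raised to 4, 50 to 75 passed the threshold in those tables, against 25 in the data. Among the 10 splits, too few for a share under 0.05, the highest other counts were 1148 at the study's threshold and 35 at an adjusted p. No biological explanation was tested for these probes.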

How the results depend on the processing

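The restriction to probes above the floor on all 6 arrays, GSEA and the fits that keep constant probes were chosen after the data were seen.

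The interferon response list kept its direction and an adjusted p under 0.05 in every alternative run (5.03e-09 to 0.00503) except camera with an estimated correlation (0.881). The PI3K-Akt list (adjusted p 0.544 to 0.991) and the cytokine secretion list (0.104 to 0.893) passed in none. GHRH did not pass in any setting that gave it a value (limma or t-test adjusted p 0.498 to 0.967). Its listed log2 difference was 0.221 to 0.595. With all 3 PBS arrays at the floor the size is not measured, and the sign could not reverse. With floors of 4 and 6 and in the filters on dim probes GHRH has no value. Quantile normalization left 4 lists and the probe counts within 1.5 times; median centring tests nothing, since the array medians are equal.

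With an estimated correlation 0 lists passed (0.893 for the endothelial, T and NK cell and stem cell lists). With the mean of a gene's probes 1 list passed; the adjusted p was 0.0516 for endothelial, 0.264 for T and NK cell and 0.264 for stem cell markers. The stem cell list had 0.289 at a floor of 4, 0.418 at a floor of 6 and 0.11 for probes above the floor on all arrays. The cause was not tested. Without 1 sample, 2 lists (without PBS replicate 3 or free Ub replicate 2) to 5 (without free Ub replicate 1) passed. T and NK cell markers had 9.2e-04 (without free Ub replicate 1) to 0.329 (without PBS replicate 3), and also missed 0.05 without PBS replicate 1 (0.071), free Ub replicate 2 (0.298) and free Ub replicate 3 (0.146). Endothelial markers had 3.74e-04 (without free Ub replicate 3) to 0.329 (without PBS replicate 3), and 0.0979 without free Ub replicate 1. Stem cell markers had 1.48e-05 (without free Ub replicate 1) to 0.377 (without free Ub replicate 2), and missed it without PBS replicate 1 (0.305), PBS replicate 2 (0.173) and free Ub replicate 3 (0.296). The pancreatic acinar markers list was not called with all samples. It was lower at 0.02 without free Ub replicate 1, reversed to higher at 0.04 without free Ub replicate 3, and had 0.741 without PBS replicate 3. A list outside the 4 called in the main fit also passed with a floor of 6, with array weights, and without PBS replicate 1 or 2.

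At an adjusted p under 0.05, 24 probes became 59 with array weights and 11 with the unpaired t-test. Without PBS replicates 1, 2 and 3 they became 75, 105 and 112 (11, 22 and 28 higher, 64, 83 and 84 lower). Without free Ub replicates 1, 2 and 3 they became 97, 79 and 96 (82, 67 and 74 higher, 15, 12 and 22 lower). The count was 0 with floors of 4 and 6 (1167 and 669 at an unadjusted p) and the filter at the median (1168). It was also 0 for probes above the floor on all arrays (1210), trend and robust variances (1736) and the replicate block (2446). The paired t-test, which the methods name for gene expression, gave 0 as well (1559). At the study's threshold 1115 became 25 (13 shared) at a floor of 4, 4 (2 shared) at a floor of 6, 457 (301 shared) above the median, 431 (276 shared) above the floor on all arrays, 1832 (958 shared) with array weights, 612 (489 shared) with the paired t-test, and 1305 (without PBS replicate 1 or free Ub replicate 3) to 1681 (without PBS replicate 3) without 1 sample. With constant probes kept, floors of 4 and 6 gave 1 and 0 probes at an adjusted p and 13 and 2 at the study's threshold. Floors and filters remove dim probes by construction. The RT-PCR genes had 0 probes past the threshold at both floors, with or without constant probes, 0 above the floor on all arrays and 1 above the median, in place of 6.

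Replicate numbers do not pair the samples: deviations from the group means correlated at 0.013, 0.002 and -0.013 between samples of the same number, and not every sample correlated best with its own number. Of 4402 values of single genes and uncalled lists, 4341 kept their side of the threshold (with their sign where called), 23 passed, 37 no longer passed and 1 reversed. Dim probes limit the data: in simulations a difference of 1 log2 passed the study's threshold in 58% of probes with a mean above 6 and 18% of those at 2 to 4.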

Differences from the paper's values

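The GSEA compared here was chosen after the data were seen; the other tests were set before.

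The paper gives P = 0.032 for the PI3K-Akt pathway; camera on a list written by hand gave p = 0.767, and every alternative set before the data were examined also differs from the paper's value (p from 0.343 to 0.991), as do GSEA (0.661) and the restriction to probes above the floor on all arrays (0.257). For the cytokine secretion pathway the paper gives P = 0.024 and camera gave p = 0.0964. Of the alternatives set before the data were examined a floor of 6 falls within 1.5 times the paper's value (p = 0.0299) and the others do not (0.0485 to 0.41); without PBS replicate 3 the p is under 0.05 (0.0485), and GSEA gave 0.052. All these cytokine values are for a list lower with free Ub. The study's PI3K-Akt set is not listed in full and may differ from the list used here. The cytokine secretion list does differ from the study's set. Fig. 7D shows Sox11, which was higher on its brightest probe (limma, unadjusted p = 0.00644), while 0 members of the list were higher at an unadjusted p under 0.05. The list therefore lacks Sox11, and its p-values do not test the study's own set.

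In Fig. 7D both pathways are enriched at the free Ub end of the ranking (normalized enrichment scores of about 1.3 and 1.6 in Fig. 7D, read by eye). Here GSEA gave -0.924 for the PI3K-Akt list and -1.439 for the cytokine secretion list. The cytokine list is not the study's set and the PI3K-Akt list may not be, so the opposite signs do not test the panel. Among the genes that panel shows, more were higher than lower on the brightest probe: 12 higher, 4 lower and 2 at the floor for PI3K-Akt, and 9 higher and 6 lower for cytokine secretion. The study chose these genes on the same samples, so the tally is not independent evidence. It counts very small differences in both directions, such as 0.018 for Ywhae and -0.009 for Cntf.

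The paper states that GHRH was induced in intestine of mice given free Ub and shows it as higher in the heat map. It also shows a stain of the protein in intestine (Fig. 7E), which the arrays do not measure. On the array Ghrh was listed at the floor on all 3 PBS arrays and on 1 free Ub array, so the size of a difference is not measured; it did not pass (limma, adjusted p = 0.872). Without free Ub replicate 3, the array at the floor, the unadjusted p was 0.00735 and the gene did not pass after adjustment.

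The paper states that RT-PCR bears out the array for its chosen genes. In Fig. S11 the bands of FKBPL, IFT81 and PDE7A are brighter and that of VGLL1 dimmer with free Ub, the same direction as the probes past the study's threshold. The bands of SLC18A1 and DUSP2 look about equal, where those probes were lower with free Ub, listed at the floor on 3 free Ub arrays for Slc18a1 and on 2 for Dusp2, so that the size of their fall is not measured. On the brightest probe Ift81 and Pde7a were lower, by 0.187 and 0.352.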

Other observations

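The tests of pancreatic tissue and of the intestinal segment were set before their results were seen.

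Pancreatic enzyme genes differed more between mice than between treatments. Cela2a, an elastase, had a log2 signal of 13.44 ± 1.01 with PBS and 12.51 ± 2.58 with free Ub (mean ± SD, n = 3), Ctrl, a chymotrypsin, 12.20 ± 1.77 and 11.10 ± 3.18, Cpa1, a carboxypeptidase, 11.12 ± 2.04 and 10.03 ± 3.73, and Prss3, a trypsin, 7.35 ± 2.55 and 5.62 ± 5.12. The median over the acinar list was 0.332, -1.478 and 2.430 in the PBS samples and 2.307, 0.662 and -4.344 in the free Ub samples. Pancreatic tissue taken with some intestines is a candidate explanation: the median Pearson r of 11 other pancreatic genes with the list was 0.878, though not each followed it (2 of the 16 measured genes written for this test are on other lists). It was 0.999 for Gp2, 0.996 for Pla2g1b, 0.993 for Reg2, 0.982 for Rbpjl, 0.959 for Rnase1 and 0.878 for Bhlha15, and 0.662 for Ins2, 0.425 for Gcg, 0.406 for Spink1, 0.337 for Nr5a2 and 0.252 for Reg1. Their median had r = 0.965 (exact permutation p = 0.00139, adjusted p = 0.00278 over 2 relations), rho = 1.000 (exact permutation p = 0.00278) and r = 0.813 without the 2 farthest samples. For a different segment of small intestine, the proximal minus distal score gave r = 0.246 with the list (exact permutation p = 0.658). It gave rho = -0.086 (exact permutation p = 0.919) and r = 0.131 without the 2 farthest samples. The score ranged from -0.093 to 0.195 and was not seen to follow the list. With 6 samples a strong relation cannot be excluded, so the test does not decide on the segment. No biological explanation was tested, and the list did not differ between the groups (20 of 25 measured, 18 lower, median -0.842, adjusted p = 0.686).

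Other lists did not pass. Adjusted p was 0.41 for regenerating epithelium, tuft cell, smooth muscle, fibroblast, erythroid, and inflammatory cytokine genes and 0.473 for p53 targets. It was 0.686 for cell cycle, double-strand break repair, enterocyte, goblet cell, Paneth cell, enteroendocrine cell, B and plasma cell, myeloid, neuron and glia, apoptosis and necroptosis, and tight junction genes. It was 0.876 for FGF ligands and receptors and pyroptosis genes; and 0.898 for Wnt and Notch genes. Among the tuft cell markers Sh2d6 had 5.60 ± 0.08 with PBS and 6.28 ± 0.09 with free Ub and was the 1 member to pass when adjusted over its list alone (limma, adjusted p over all probes 0.137). In the p53 list Pmaip1 and Perp were higher and Tap1 lower at an unadjusted p under 0.05. Perp was at the floor on all 3 PBS arrays, so the size of its rise is not measured. In the apoptosis list Bcl2, Pmaip1 and Casp6 were higher. In the Wnt and Notch list Apc and Axin2 were higher and Notch1 and Notch4 lower. None of these members passed over all genes.

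Genes of the paper's other experiments had these values in the intestine. Fgf2 and its receptor Fgfr4 were at the floor on all 6 arrays. Cxcr4 read 0.88 ± 1.52 with PBS and 0.90 ± 0.81 with free Ub, at the floor on 2 PBS arrays and 1 free Ub array, so that no level can be compared. Irf1 read 12.08 and 12.18, and Fgfr2 8.78 and 8.70 on the brightest probe. Fgfr1 read 1.29 ± 2.23 with PBS and 2.42 ± 1.53 with free Ub on its brightest probe, at the floor on 2 PBS arrays. Plcg1 was above the floor on 1 PBS array alone. Of the serum cytokines Ccl2 differed by -0.74 (1 array of each group at the floor), Csf3 by 0.41 (above the floor on 1 free Ub array alone), Vegfc by -0.50, Cxcl12 by -0.35, Edn1 by 0.14, Il1b by 0.04, Il6 by -0.07, Hgf by -0.06 and Egf by -0.01; the adjusted p was 0.872 or higher for each in limma.

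Each of the 10 splits of the 6 samples was also tested for the paper's pathways, too few for a share under 0.05: the real p was 0.767 for the PI3K-Akt list, with 0.442 as the lowest of the others, and 0.0964 for the cytokine secretion list, with 0.167.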
